# *Arabidopsis* SWR1-associated protein methyl-CpG-binding domain 9 is required for histone H2A.Z deposition

**DOI:** 10.1038/s41467-019-11291-w

**Published:** 2019-07-26

**Authors:** Magdalena E. Potok, Yafei Wang, Linhao Xu, Zhenhui Zhong, Wanlu Liu, Suhua Feng, Bilguudei Naranbaatar, Shima Rayatpisheh, Zonghua Wang, James A. Wohlschlegel, Israel Ausin, Steven E. Jacobsen

**Keywords:** Epigenetics, Plant molecular biology, Histone analysis

## Abstract

Deposition of the histone variant H2A.Z by the SWI2/SNF2-Related 1 chromatin remodeling complex (SWR1-C) is important for gene regulation in eukaryotes, but the composition of the *Arabidopsis* SWR1-C has not been thoroughly characterized. Here, we aim to identify interacting partners of a conserved *Arabidopsis* SWR1 subunit ACTIN-RELATED PROTEIN 6 (ARP6). We isolate nine predicted components and identify additional interactors implicated in histone acetylation and chromatin biology. One of the interacting partners, methyl-CpG-binding domain 9 (MBD9), also strongly interacts with the Imitation SWItch (ISWI) chromatin remodeling complex. MBD9 is required for deposition of H2A.Z at a distinct subset of ARP6-dependent loci. MBD9 is preferentially bound to nucleosome-depleted regions at the 5’ ends of genes containing high levels of activating histone marks. These data suggest that MBD9 is a SWR1-C interacting protein required for H2A.Z deposition at a subset of actively transcribing genes.

## Abstract (web summary)

The SWI2/SNF2-Related 1 chromatin remodeling complex (SWR1-C) is important for gene regulation, but its composition remains largely uncharacterized in plants. Here, the authors report that methyl-CpG-binding domain 9 (MBD9) is a SWR1-C interacting protein required for histone H2A.Z deposition in *Arabidopsis*.

## Introduction

Chromatin dynamics plays a central role in regulating gene expression and has important implications in various cellular processes. The basic unit of chromatin is the nucleosome, which consists of 147 base-pairs (bp) of DNA wrapped around a histone octamer composed of two of each of the histones H2A, H2B, H3, and H4 (ref. ^1^). Cells contain chromatin remodeling complexes, which modulate the packaging, spacing, and composition of nucleosomes^2,3^. The activity, targeting, and composition of remodeling complexes is tightly regulated to enable proper development of an organism^2,3^.

The most highly conserved histone variant in eukaryotes is H2A.Z^4–6^. H2A.Z is found at many genes, most often around transcription start sites (TSS), with a particular preference for the +1 nucleosome^7–10^. The relationship between H2A.Z accumulation and transcription is complex. When present in the active genes of some organisms, the levels of H2A.Z at the TSS positively correlate with gene expression, typically when found together with H3/H4 acetylation, marks of active transcription^10–13^. H2A.Z is nonetheless absent at the most highly expressed genes^7^ and is also localized around the TSS of repressed genes that are poised for activation in yeast and animals^9,14–16^. Although the function of gene body methylation is unclear, one study in *Arabidopsis* suggests that a function of gene body DNA methylation may be to prevent H2A.Z deposition over housekeeping genes^7,17^, while another study found no such evidence^18^. However, it is clear that an anti-correlation between H2A.Z and DNA methylation exists across diverse systems^16,19–21^. In *Arabidopsis*, genes bearing high levels of gene body DNA methylation tend to be long and highly expressed, and show H2A.Z enrichment at their 5′-ends overlapping with activating histone modifications^17,22–24^. By contrast, enrichment of H2A.Z over gene bodies (including high H2A.Z levels at the TSS) is typically found in shorter, weakly expressed genes involved in environmental/stress responses that are marked with H3K27me3 (refs. ^17,22–25^). Recently, levels of H3K27me3 were shown to be dependent on H2A.Z deposition in *Arabidopsis*^23,26^. Together, these studies demonstrate that H2A.Z can participate in both activation and repression of gene expression, likely in concert with other factors and chromatin marks.

H2A.Z is deposited by the SWI2/SNF2-Related 1 (SWR1) complex, which involves the replacement of H2A-H2B dimers by H2A.Z-H2B dimers^27–29^. In yeast, the SWR1 complex (SWR1-C) is composed of 14 subunits^30^. In mammals, the structurally and functionally equivalent homolog of the yeast SWR1 complex, Snf2-Related CREBBP Activator Protein (SRCAP), is composed of 11 subunits, which are also conserved in yeast^31–33^. Based on homology, *Arabidopsis* contains one or several orthologs of the 11 conserved subunits from the yeast and human SWR1/SRCAP complexes, respectively^34^. Based on genetic and protein–protein interaction studies, several components have been validated as components of the *Arabidopsis* SWR1 complex, including PHOTOPERIOD-INDEPENDENT EARLY FLOWERING 1 (PIE1), the ATPase/scaffold subunit; ACTIN-RELATED PROTEIN 6 (ARP6); SERRATED LEAVES AND EARLY FLOWERING (SEF), the homolog of the yeast SWC6; and SWR1 complex subunit 2 (SWC2)^35–37^. A recent pull-down study of the SWC6 subunit identified additional subunits of the *Arabidopsis* SWR1 complex in yeast and validated their interaction with SWR1 complex subunit 4 (SWC4)^38^. Mutations in the genes encoding the SWR1 subunits share various phenotypes, with null mutations in the core catalytic subunit PIE1 producing the most severe phenotypes, including reduced size, loss of apical dominance, reduced fertility, and early flowering^35–37,39–41^.

How the SWR1 complex is targeted across the genome remains unclear. Evidence suggests that H2A.Z localization around TSS in yeast is dependent on open chromatin and histone acetylation deposited by the Nucleosome acetyltransferase of H4 (NuA4) complex^8,42–46^. The SWR1-C and NuA4 complexes share four common members: SWC4, YEAST ALL1-FUSED GENE FROM CHROMOSOME 9 (YAF9), ACTIN-RELATED PROTEIN 4 (ARP4), and ACTIN 1 (ACT1)^27–29,47–49^. Homologs of these four proteins are present in the mammalian TIP60 complex, which possesses the dual activities of acetylating histones and depositing H2A.Z^31,50,51^. The *Arabidopsis* genome also contains homologs for many of the yeast NuA4 subunits; however, a functional link between histone acetylation and H2A.Z deposition is unclear^52^. YAF9 proteins are required for both the proper expression of *FLOWERING LOCUS C* (*FLC)* and H2A.Z acetylation at its regulatory regions, but not for H2A.Z deposition^53^. Much more needs to be learned about the potential NuA4 complex in *Arabidopsis*, including its composition and genome-wide effects on H2A.Z deposition and modification. Although genome-wide localization of the SWR1 components is lacking in *Arabidopsis*, it has been reported that ARP6 and SWC4 directly bind their target locus *FLOWERING LOCUS T* (*FT)*^38^; likewise, ARP6 and SWC6 bind directly to *FLC*^35^.

In this study, we use the conserved ARP6 subunit as bait to analyze the composition of the *Arabidopsis* SWR1 complex. We identify *Arabidopsis* homologs of most of the conserved SWR1 complex components in yeast, as well as several additional interacting partners: MBD9, four of the seven members of the ALFIN1-LIKE family (AL4, AL5, AL6, AL7), and two components of the yeast NuA4 and *Arabidopsis* SAGA histone acetyltransferase complexes, TRANSCRIPTION-ASSOCIATED PROTEIN 1A AND 1B (TRA1A and TRA1B). Our data are consistent with a related study where ARP6-interacting proteins were identified using ARP6-TAP-tag purification followed by mass spectrometry^54^. We focus on characterizing MBD9, a protein implicated in flowering time regulation^55^. Using biochemical, genetic, and transcriptome analyses, we show that MBD9 interacts with the SWR1 complex in *Arabidopsis*, and is required for H2A.Z deposition at a subset of *ARP6-*dependent genes. Furthermore, immunoprecipitation of MBD9 followed by mass spectrometry (IP–mass spec) reveals its association with the ISWI chromatin remodeling complex, suggesting additional functions for MBD9. Genome-wide ChIP-seq analyses of MBD9 show that it localizes to nucleosome-depleted regions of active genes but does not influence open chromatin itself. MBD9 is thus an interacting partner of the *Arabidopsis* SWR1 complex required for H2A.Z deposition at a subset of actively transcribed genes.

## Results

### MBD9 controls flowering time via its interaction with SWR1 complex

To identify components of the SWR1 complex in *Arabidopsis*, we used the conserved ARP6 subunit of the SWR1 complex as bait. We generated the epitope-tagged ARP6 lines *pARP6:ARP6-3xFLAG* and *pARP6:ARP6-9xMYC*. Both lines complemented *arp6-1* mutants (Supplementary Fig. 1), indicating that epitope-tagged ARP6 is functional in vivo. To detect as many potential protein interactions as possible, we performed IP–mass spec in both FLAG- and MYC-tagged ARP6 lines using highly proliferating inflorescence tissue where levels of proteins are high. In all replicates (three biological replicates with two technical replicates each), we observed enrichment of the *Arabidopsis* homologs of most of the conserved yeast SWR1 complex components—ARP6, PIE1, RuvB-like protein 1 and 2 (RIN1, RIN2), ARP4, SWC4, SWC2, YAF9A, and SEF. This includes three of the four common subunits of the yeast NuA4 complex, ARP4, SWC4, and YAF9A (Table 1). Our experiment confirms previous well-characterized in vivo and in vitro interactions of ARP6 with PIE1 and SEF^36–38^. We additionally identified two homologs of the yeast Tra1 proteins, subunits of the yeast NuA4 complex, TRA1A and TRA1B. We also observed consistent enrichment for several interacting partners previously implicated in chromatin biology, MBD9 (refs. ^55,56^) and AL4, AL5, AL6, and AL7, which recognize di- and trimethyl H3K4 histone marks^57^. The interaction between ARP6 and MBD9 was further validated by co-immunoprecipitation (co-IP) in *Arabidopsis* flowers using an antibody raised against MBD9 (Fig. 1a). We then generated epitope-tagged MBD9 lines, *pMBD9:MBD9-3xFLAG* and *pMBD9:MBD9-9xMYC*. Both lines complemented *mbd9-3* mutants (Supplementary Fig. 2), indicating that the epitope-tagged MBD9 is functional in vivo. We performed IP–mass spec using floral tissue from both FLAG- and MYC-tagged MBD9 lines. In both experiments we observed enrichment of the SWR1 complex components PIE1, RIN1, ARP4, RIN2, SWC2, ARP6, SWC4, YAF9A, and SEF (Table 2). Interestingly, we also identified TRA1A and TRA1B, components of the NuA4 complex, as common interacting partners between ARP6 and MBD9. Additionally, in our MBD9 IP–mass spec we detected high enrichment of ISWI chromatin remodeling complex members that were not preferentially enriched among the ARP6-associated proteins.

**Table 1:** IP–mass spectrometry of ARP6

		ARP6-9xMYC				Wild type				ARP6-3xFLAG		Wild type	
Protein	Annotation	R1	R2	R3	R4	R1	R2	R3	R4	R1	R2	R1	R2
AT3G33520	ARP6	123	119	138	123	0	0	0	0	573	501	0	0
AT3G12810	PIE1	175	208	206	202	0	0	0	0	76	82	3	0
AT5G22330	RIN1	176	189	224	196	3	4	0	0	62	56	5	7
AT5G67630	RIN2	115	136	175	146	3	2	2	0	51	41	7	5
AT1G18450	ARP4	75	76	64	56	8	3	5	2	35	37	9	10
AT2G47210	SWC4	45	46	33	39	0	0	0	0	30	25	0	0
AT2G36740	SWC2	37	32	35	34	0	0	0	0	14	11	0	0
AT5G45600	YAF9A	25	19	20	21	0	0	0	0	13	12	0	0
AT5G37055	SEF	11	9	9	8	0	0	0	0	9	8	0	0
AT3G01460	MBD9	67	71	97	108	0	0	0	0	10	11	0	0
AT2G17930	TRA1A	84	94	117	117	0	0	0	0	31	25	0	0
AT4G36080	TRA1B	72	78	91	91	0	0	0	0	19	17	0	0
AT5G26210	AL4	2	3	2	2	0	0	0	0	0	0	0	0
AT5G20510	AL5	12	16	15	14	0	0	0	0	3	4	0	0
AT2G02470	AL6	5	6	4	5	0	0	0	0	2	0	0	0
AT1G14510	AL7	6	3	5	6	0	0	0	0	0	0	0	0

Spectral counts for ARP6-9xMyc and ARP6-3xFlag lines representing enriched genes over wild type. Source data are provided as Source Data file

**Fig. 1:**
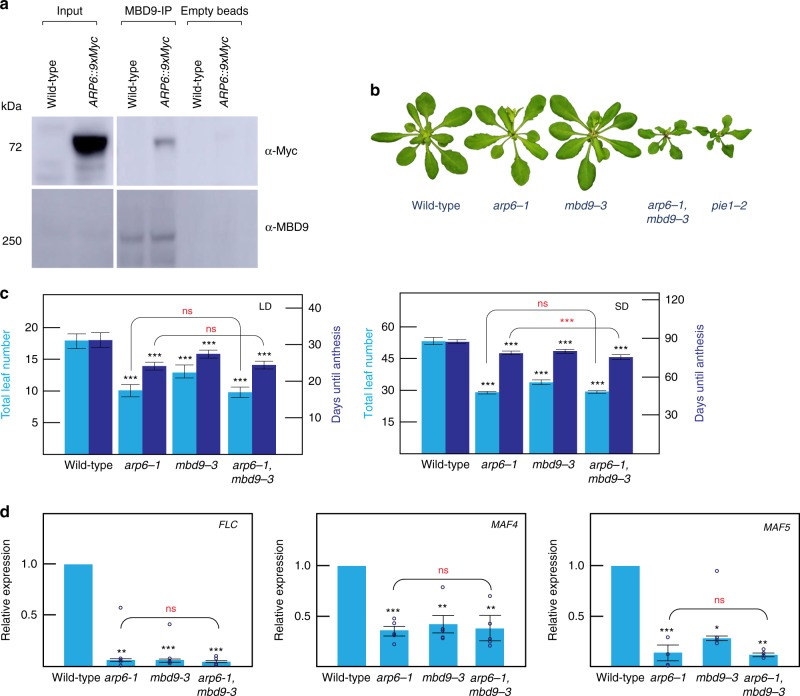
ARP6 and MBD9 interaction and phenotype of the mutants. **a** Pull-down and co-immunoprecipitation assay. Empty bead lanes serve as negative controls. For each western blot, the antibody used is indicated to the right. **b** Phenotype of *arp6-1*, *mbd9-3*, *arp6-1 mbd9-3*, and *pie1-2* mutants. Plants were grown for 4 weeks (**b**) or 5 weeks (**c**) under long-day (LD) conditions (16 h light, 8 h dark) and short-day (SD) conditions (8 h light, 16 h dark). Flowering time expressed as the number of days from germination to anthesis as well as the total number of leaves produced by wild type, *arp6-1*, *mbd9-3*, and *arp6-1 mbd9-3* under the same conditions are shown. Averages from 16 plants ± standard deviations are shown. Paired two-tailed Student’s *t*-test was used to determine significance between wild type and mutants (black asterisks) or between mutants (red asterisks); ns *p* value >0.05, *p value ≤0.05, **p value ≤ 0.01, ***p value ≤0.001. **d** Relative expression levels of *FLC*, *MAF4*, and *MAF5* in wild type, *arp6-1*, *mbd9-3*, and *arp6-1 mbd9-3*. *UBQ10* was used as an internal control for expression analyses. Average expression levels from three independent replicates ± standard deviations are shown. Paired two-tailed Student’s *t*-test was used to determine significance between wild type and mutants (black asterisks) or between mutants (red asterisks); ns *p* value >0.05, *p value ≤0.05, **p value ≤ 0.01, ***p value ≤ 0.001. Source data for Figs. 1a, 1c, and 1d are provided as Source Data file

**Table 2:** IP–mass spectrometry of MBD9

Protein	Annotation	MBD9-9xMYC	MBD9-3xFLAG	Wild-type-9xMYC	Wild-type-3xFLAG
AT3G01460	MBD9	355	607	0	0
AT3G12810	PIE1	75	49	0	0
AT5G22330	RIN1	33	26	0	10
AT1G18450	ARP4	31	24	0	9
AT5G67630	RIN2	29	22	0	13
AT2G36740	SWC2	17	0	0	0
AT3G33520	ARP6	16	5	0	0
AT2G47210	SWC4	12	9	0	0
AT5G45600	YAF9A	5	6	0	0
AT5G37055	SEF	2	0	0	0
AT2G17930	TRA1A	128	76	0	0
AT4G36080	TRA1B	120	74	0	0
AT2G02470	AL6	2	0	0	0
AT5G18620	CHR17	122	190	0	3
AT3G0640	CHR11	118	177	0	4

Spectral counts for MBD9-9xMyc and MBD9-3xFlag lines representing enriched genes over wild type. Source data are provided as Source Data file

To explore the genetic interaction between MBD9 and ARP6, we used the T-DNA mutants *arp6-1* and *mbd9-3* (refs.^35,39,40,55,56^). Both single mutants displayed an early flowering time phenotype (Fig. 1c) as described previously^39,40,55^. The *mbd9-3* phenotype was less severe than that of *arp6-1*;*mbd9-3* plants were larger, with a leaf morphology that more closely resembled wild-type plants (Fig. 1b). The *mbd9-3* mutant plants also flowered slightly later than the *arp6-1* mutants under both long-day (LD) and short-day (SD) conditions (Fig. 1c). The *arp6-1 mbd9-3* double mutants had a more severe developmental phenotype than either of the single mutants, which resembled the strong phenotype of *pie1-2*, a mutant affecting the catalytic subunit of the SWR1 complex (Fig. 1b)^35,37,58^. The stronger phenotype of the *arp6-1 mbd9-3* double mutant was also observed in a related study by Sijacic et al.^54^. Despite the severe developmental phenotype, the double mutant had a similar flowering time to *arp6-1* under both LD and SD conditions; however, the time until anthesis (floral opening) was slightly shorter under SD growth conditions in the double mutant than the *arp6-1* mutant (Fig. 1c), most likely due to morphological defects present in the *arp6-1 mbd9-3* double mutant. These data suggest that, regarding flowering time, ARP6 is epistatic to MBD9 in both LD and SD conditions. Expression analysis of key flowering time genes, *FLC* and *MADS AFFECTING FLOWERING 4 AND 5* (*MAF4* and *MAF5)*, indicated that both the single mutants and the double mutant had a similar reduction of expression of these genes (Fig. 1d). Together, these results indicate that MBD9 and ARP6 act together in the same genetic pathway controlling flowering time as part of the SWR1 complex.

### MBD9 is required for the deposition of H2A.Z

To investigate the role of MBD9 in H2A.Z deposition, we analyzed H2A.Z levels in *Arabidopsis* seedlings before the major developmental transition to flowering in order to minimize secondary effects in mutants. We performed western blot on total extracts, and observed the levels to decline in the mutants: wild type > *mbd9-3* > *arp6-1* > *arp6-1 mbd9-3* (Fig. 2a). To investigate the impact of H2A.Z loss on chromatin, we performed two replicates of H2A.Z ChIP-seq in wild type, *mbd9-3, arp6-1*, and *arp6-1 mbd9-3*, with H3 ChIP-seq as a control. 

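Chromatin of seedlings was taken 13 days after germination, and 8 H2A.Z and 8 H3 libraries were sequenced, with 2 replicates per genotype. For each replicate the authors deposited a list of summits, the single positions at which MACS2 found the highest enrichment within a peak, of H2A.Z over the H3 library of the same genotype and replicate. They also deposited differential lists, again per replicate, of summits at which H2A.Z of wild type exceeded H2A.Z of a mutant, or H2A.Z of *arp6-1* exceeded H2A.Z of *arp6-1 mbd9-3*. These 8 differential lists were taken as the sites of H2A.Z loss. Every summit carries the authors' score, the −log10 of its q value, and the lowest score in any list was 2.00. The scores were used to describe, rank and filter summits within a list, and a common region took the lower of the best scores of its replicates. The lists give neither read counts nor peak edges, so the depth behind a summit is unknown, and the intervals given for shares cover counting error over summits or genes alone. Summits were extended by 100 bp on each side, and summits of both replicates that lay no more than 200 bp apart were joined into a common summit region. A protein-coding gene was counted as H2A.Z-depleted when a region common to both differential lists of a comparison overlapped it by at least 1 bp. Gene positions were those of the TAIR10.1 annotation, and the reads had been aligned by the authors to TAIR10.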

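The positions of H2A.Z summits were compared between the replicates of each genotype. In wild type, 72.2% of the summits of replicate 1 had a summit of replicate 2 within the joining distance, and 82.1% of the summits of replicate 2 had one of replicate 1. The shares of replicate 1 and replicate 2 were 78.7% and 66.4% in *mbd9-3*, 75.7% and 38.6% in *arp6-1*, and 33.3% and 32.3% in *arp6-1 mbd9-3*. When the list of replicate 2 was moved by a random distance around each chromosome, 100 times, a mean of 8.44% of the summits of replicate 1 met a summit by chance in wild type, with a highest value of 9.59%. The chance means were 5.61% in *mbd9-3*, 2.39% in *arp6-1* and 0.397% in *arp6-1 mbd9-3*.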

Pearson correlation indicated a considerable overlap between the ChIP-seq replicates (Supplementary Fig. 3a). 

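The number of H2A.Z summits over H3 was 28258 ± 2435 (SD, n = 2 replicates) in wild type and 16431.5 ± 1991 (SD, n = 2) in *mbd9-3*. It was 5666.5 ± 2601 (SD, n = 2) in *arp6-1* and 1254 ± 15.6 (SD, n = 2) in *arp6-1 mbd9-3*. The order of the genotypes was the same in every replicate, with 15024 summits in the shorter *mbd9-3* list and 7506 in the longer *arp6-1* list. The *arp6-1* replicates differed most, as replicate 1 had 3827 summits. With 2 replicates per genotype the smallest two-sided p of an exact permutation test is 0.333, so the counts were not tested. Among the alternatives, keeping only summits with a score of at least 10 moved the means most, to 5158 in wild type, 3680 in *mbd9-3*, 652.5 in *arp6-1* and 25 in *arp6-1 mbd9-3*. Both replicates shared 21919 summits in wild type, 11979 in *mbd9-3*, 2909 in *arp6-1* and 412 in *arp6-1 mbd9-3*. Of the common wild-type summits, 46.4% (95% exact Clopper-Pearson interval 45.8 to 47.1%) still had a common summit in *mbd9-3*. The share was 11.9% (11.5 to 12.4%) in *arp6-1* and 1.64% (1.47 to 1.81%) in *arp6-1 mbd9-3*. When the replicate 2 lists were used alone, these shares were 52.9%, 23.3% and 3.97%. Most common summits of the mutants lay at a common wild-type summit, with 84.8% in *mbd9-3*, 91.8% in *arp6-1* and 87.1% in *arp6-1 mbd9-3*.

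**Figure D1:**
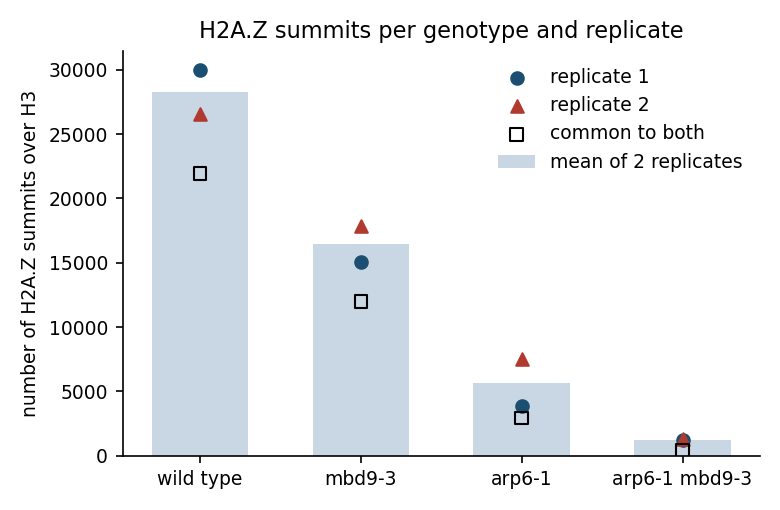
Number of H2A.Z summits over H3 in each genotype. Bars show the mean of the 2 replicates, filled symbols show each replicate and open squares show the summits common to both, which number 21919 in wild type and 412 in *arp6-1 mbd9-3*.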

As with H2A.Z protein levels, we detected a sequential decrease in H2A.Z signal over H2A.Z peaks in wild type and over protein-coding genes as follows: wild type > *mbd9-3* > *arp6-1* > *arp6-1 mbd9-3* (Fig. 2b). By contrast, H3 levels were unchanged over these regions (Supplementary Fig. 3b). Using the MACS2 peak caller for each replicate (*q* value <0.01), we defined common H2A.Z differential regions for each genotype (Supplementary Methods). 

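In the comparison with *mbd9-3*, the authors' deposited lists held 8419 lost summits in replicate 1 and 5973 in replicate 2. They held 24579 and 20184 lost summits for *arp6-1*, and 26595 and 24479 for *arp6-1 mbd9-3*. Joining the replicates gave 3259 common differential regions for *mbd9-3*, 15734 for *arp6-1* and 20020 for *arp6-1 mbd9-3*. The replicates overlapped least in *mbd9-3*, where 39.1% of the lost summits of replicate 1 and 54.9% of those of replicate 2 were found in the other replicate. For *arp6-1* the shares were 63.7% and 77.5%, and for *arp6-1 mbd9-3* they were 74.7% and 81.5%.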

We surveyed the gene annotations in each differential region and identified genes that lost H2A.Z in the mutants compared to wild type: 2594 for *mbd9-3*, 12,222 for *arp6-1*, and 15,226 for *arp6-1 mbd9-3*. 

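With both replicates required, 2501 genes lost H2A.Z in *mbd9-3*, 11753 in *arp6-1* and 14728 in *arp6-1 mbd9-3*. These are 9.11%, 42.8% and 53.7% of the 27444 protein-coding genes in the annotation. The count for *mbd9-3* depended most on the joint call, since replicate 1 alone gave 6260 genes and replicate 2 alone gave 4134. In *arp6-1* the single replicates gave 15900 and 13760 genes, and in *arp6-1 mbd9-3* they gave 17523 and 16173. Apart from the single replicates, keeping only lost summits with a score of at least 5 moved the counts most, to 793 genes in *mbd9-3*, 6248 in *arp6-1* and 10443 in *arp6-1 mbd9-3*. In *mbd9-3*, the gene with the strongest loss, ranked by the lower score of both replicates, was AT5G42280 on chromosome 5, from 16905202 to 16908059 in TAIR10.1. It was followed by AT2G38240 on chromosome 2, from 16012535 to 16014991, and *ATRBP45C* (AT4G27000) on chromosome 4, from 13554604 to 13557915. All 3 genes had summits over H3 in both wild-type replicates and no summit in either *mbd9-3* replicate. They were also H2A.Z-depleted in *arp6-1* and in *arp6-1 mbd9-3*.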

GO term enrichment for the three groups of genes yielded similar results, including post-embryonic development and protein modification, indicating that broad classes of genes were impacted by the loss of H2A.Z in MBD9 and ARP6 mutants (Supplementary Fig. 3c).

**Fig. 2:**
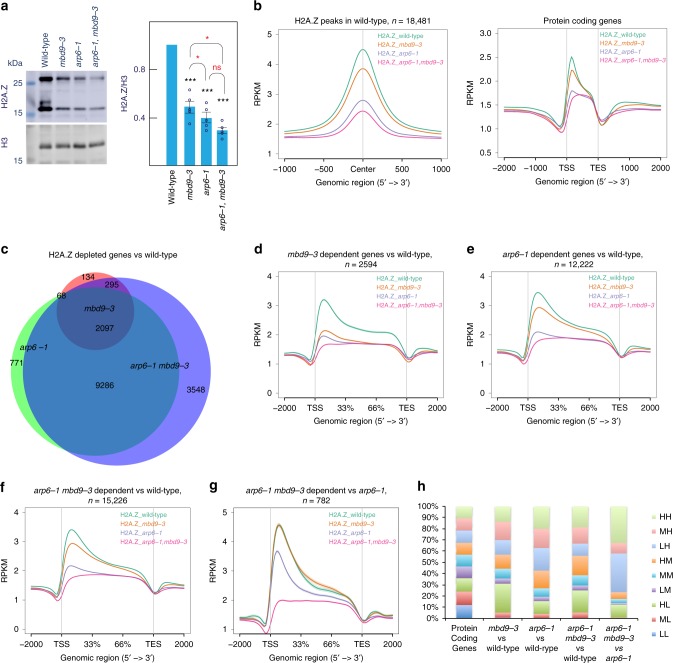
Characterization of H2A.Z in wild type and mutant chromatin. **a** Western blot and quantification for H2A.Z and H3 levels in total extracts from wild type, *mbd9-3, arp6-1*, and *arp6-1 mbd9-3*. The upper band in the H2A.Z blot likely represents a modified form of H2A.Z. Only the lower band was used in the quantification. Average levels of three independent westerns ± standard deviations are shown. Paired two-tailed Student’s *t*-test was used to determine significance between wild type and mutants (black asterisks) or between mutants (red asterisks); ns *p* value >0.05, *p value ≤ 0.05, **p value ≤ 0.01, ***p value ≤ = 0.001. **b** Distribution of normalized H2A.Z ChIP-seq signal as read count kbp^−1^ million^−1^ mapped reads (RPKM) from merged replicates over H2A.Z common peaks in wild type and protein-coding genes. **c** Overlap of H2A.Z-depleted genes for *mbd9-3, arp6-1*, and *arp6-1 mbd9-3* mutants. **d**–**g** Distribution of normalized H2A.Z ChIP-seq signal (RPKM) from merged replicates over H2A.Z-enriched genes for indicated mutants. **h** Intersection of H2A.Z-depleted genes from **d** to **g** with nine classes of genes characterized by their distribution of H2A.Z in wild type at TSS and gene body. Labels H—high, M—medium, L—low refer to levels of H2A.Z at TSS (first letter) and gene body (second letter). Source data for Figs. 2a and 2c are provided as Source Data file

Comparison of the H2A.Z-depleted genes in each mutant revealed a high degree of overlap (Fig. 2c). 

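Of the H2A.Z-depleted genes of *mbd9-3*, 2092 (83.6%) were also depleted in *arp6-1* and 2321 (92.8%) in *arp6-1 mbd9-3*. Of those of *arp6-1*, 10930 (93.0%) were depleted in *arp6-1 mbd9-3*, and 2039 genes were depleted in all 3 mutants. The overlaps were tested among the 13958 genes with a common wild-type summit, with Fisher's exact test over 3 pairs of mutants, and genes are not independent replicates. Depletion in *arp6-1* was found in 86.1% of the genes depleted in *mbd9-3* and in 66.1% of the others, an odds ratio of 3.16 (95% interval 2.77 to 3.61, exact two-sided p = 2.56e-80, Benjamini-Hochberg adjusted p = 3.84e-80). The odds ratio was 3.35 for *mbd9-3* and *arp6-1 mbd9-3* (exact p = 4.04e-46, adjusted p = 4.04e-46) and 9.57 for *arp6-1* and *arp6-1 mbd9-3*, whose p-value was too small for the computation to represent. All comparisons used the same wild-type libraries, which creates overlap by itself. In 100 simulations with shared wild-type libraries, equal noise in every library and no effect of genotype, the mean overlap was 90.9% for *mbd9-3* and *arp6-1*, with an odds ratio of 5.68, which is above the observed value. For *mbd9-3* and *arp6-1 mbd9-3* the simulated odds ratio was 7.95, also above the observed value, and for *arp6-1* and *arp6-1 mbd9-3* it was 3.58, below the observed value. The simulations called 982 genes in both *mbd9-3* replicates on average, fewer than the 2001 observed among these genes. For lists that share no wild-type library, replicate 1 of *mbd9-3* with replicate 2 of *arp6-1*, the odds ratio was 2.17, and it was 1.95 for the opposite pairing. With all protein-coding genes as background, which moved the odds ratios most, they were 8.09, 13.0 and 41.6 for the 3 pairs in the same order.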

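The presence of a common H2A.Z summit was followed in each genotype over the H2A.Z-depleted genes of *mbd9-3*, *arp6-1* and *arp6-1 mbd9-3*. A common summit was found in *mbd9-3* at 16.8% of the genes that lost H2A.Z in *mbd9-3*. At the same genes it was found in *arp6-1* at 4.72% and in *arp6-1 mbd9-3* at 0.520%. Over the genes that lost H2A.Z in *arp6-1*, the shares were 46.7% in *mbd9-3*, 10.6% in *arp6-1* and 1.23% in *arp6-1 mbd9-3*. Over the genes that lost H2A.Z in *arp6-1 mbd9-3*, they were 47.6% in *mbd9-3*, 14.7% in *arp6-1* and 1.77% in *arp6-1 mbd9-3*. Among all genes with a common wild-type summit, the shares were 55.7% in *mbd9-3*, 16.9% in *arp6-1* and 2.45% in *arp6-1 mbd9-3*. The groups of lost genes had a common wild-type summit at only 80.0% (*mbd9-3*), 81.9% (*arp6-1*) and 80.1% (*arp6-1 mbd9-3*) of their genes. The shares of 46.7% and 47.6% in *mbd9-3* can therefore not be read as lower than the 55.7%. Each group of genes was defined from the same H2A.Z libraries, so a low share in the mutant that defined it is partly built in.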

A metaplot of H2A.Z occupancy over the different groups of genes revealed that: (1) although *mbd9-3* mutants had fewer genes that lost H2A.Z than *arp6-1*, the depletion of H2A.Z over *mbd9-3*-dependent loci was nearly as great as in *arp6-1* (Fig. 2d); 2), genes that lost H2A.Z in *arp6-1* and *arp6-1 mbd9-3* behaved similarly, with H2A.Z enrichment following the order: wild type > *mbd9-3* > *arp6-1* > *arp6-1 mbd9-3* (Fig. 2e, f). We also defined 782 genes that required both MBD9 and ARP6 for H2A.Z deposition (*arp6-1 mbd9-3* mutant vs *arp6-1*, *q* value <0.01). These genes were enriched for cell cycle progression functions (Supplementary Fig. 3c). 

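The comparison of *arp6-1 mbd9-3* with *arp6-1* gave 784 protein-coding genes with a lost region common to both replicates. Of the paper's 782 genes, 753 are protein coding in the annotation used, and 741 of those (98.4%) were among the genes called, while 12 had no common lost region and 43 further genes were called. Of the paper's 29 other genes, which could not be called here, 25 also overlapped a common lost region. Replicate 1 alone gave 1039 genes and replicate 2 alone gave 1824, and a score of at least 5 gave 484. The 3 genes with the strongest loss, ranked by the lower score of both replicates, were *PHS1* (AT1G10710), AT5G63990 and AT3G48210. *PHS1* lies on chromosome 1 from 3558358 to 3560705 of TAIR10.1. It had summits over H3 in both *arp6-1* replicates, and in *arp6-1 mbd9-3* a summit in replicate 1 only. AT5G63990 lies on chromosome 5 from 25613096 to 25615901, and AT3G48210 on chromosome 3 from 17849351 to 17851785. From the further loss of H2A.Z in the double mutant, the paper concludes that this set of genes needs MBD9 as well as ARP6 to receive H2A.Z.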

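Over the genes that lost H2A.Z in *arp6-1 mbd9-3* compared with *arp6-1*, a common summit was present at 98.6% in wild type, 86.1% in *mbd9-3* and 79.7% in *arp6-1*. It was present at 3.19% in *arp6-1 mbd9-3*. Of these genes, 7.02% were H2A.Z-depleted in *mbd9-3*, 45.0% in *arp6-1* and 99.5% in *arp6-1 mbd9-3* compared with wild type. The *arp6-1* and *arp6-1 mbd9-3* shares rest on the same libraries that defined the genes, whereas the *mbd9-3* share rests on other libraries. The H2A.Z gene *HTA8* (AT2G38810) belonged to this set and lies on chromosome 2 from 16219220 to 16220928 of TAIR10.1. It had a summit over H3 in both *arp6-1* replicates and in neither *arp6-1 mbd9-3* replicate.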

The H2A.Z profiles over this set of genes (Fig. 2g) support the observation that these regions were dependent on both MBD9 and ARP6 for H2A.Z deposition. In *Arabidopsis*, housekeeping genes typically contain H2A.Z exclusively over the +1 nucleosome and lowly expressed/responsive genes contain H2A.Z over the entire gene bodies, with highest levels of H2A.Z at the TSS^17,23,24^. To investigate which types of genes are most impacted by the loss of H2A.Z in our mutants, we divided genes (into nine classes) according to the levels of H2A.Z in wild type over gene bodies (low, medium, and high) and TSS (low, medium, and high) as described in ref. ^17^ (Supplementary Fig. 4, Supplementary Methods). We intersected these classes of gene with genes that lost H2A.Z in our mutants and plotted their distribution (Fig. 2h). This revealed that loss of H2A.Z in the *mbd9-3* mutant tends to occur over genes possessing high levels of H2A.Z over the TSS and low levels of H2A.Z over gene bodies (HL class—High TSS, Low gene body), whereas loss of H2A.Z in the *arp6-1* mutant tends to occur over genes containing high levels of H2A.Z over gene bodies (LH, MH, and HH classes) (Fig. 2h).

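The position of common wild-type summits was used in place of RPKM levels to divide genes of at least 1500 bp. In 4929 genes every summit between TSS and TES lay within 500 bp of the TSS, and 4350 genes had a summit in the gene body, between 500 bp after the TSS and 500 bp before the TES. In *mbd9-3*, 14.4% of the genes with 5′ summits only lost H2A.Z and 12.7% of the genes with a gene-body summit, an odds ratio of 1.16 (Fisher's exact test over genes, two-sided p = 0.0166, Benjamini-Hochberg adjusted p = 0.0221 over 4 comparisons). In *arp6-1* the shares were 71.9% and 70.0%, an odds ratio of 1.10 (exact p = 0.0370, adjusted p = 0.0370). In *arp6-1 mbd9-3*, 4497 of 4929 genes and 3610 of 4350 genes lost H2A.Z, an odds ratio of 2.13 (exact p = 8.32e-33, adjusted p = 3.33e-32). In *arp6-1 mbd9-3* compared with *arp6-1* the shares were 7.87% and 4.60%, an odds ratio of 1.77 (exact p = 7.12e-11, adjusted p = 1.42e-10). A further loss can be called only where H2A.Z remains in *arp6-1*. Of all genes with a common wild-type summit, 16.9% had a common *arp6-1* summit. The odds ratio of 1.77 therefore also reflects where H2A.Z remained in *arp6-1*. Genes are not independent replicates, and the differences in *mbd9-3* and *arp6-1* did not hold in each replicate. The odds ratio for *mbd9-3* was 1.47 from replicate 1 alone and 0.940 from replicate 2 alone. For *arp6-1* it was 0.886 from replicate 1 alone and 1.16 from replicate 2 alone. It was also below 1 for *mbd9-3* with a 5′ window of 700 bp, at 0.935, and for *arp6-1* with a 5′ window of 300 bp, at 0.914, and with genes of any length, at 0.979. For both comparisons of *arp6-1 mbd9-3* it stayed above 1 in each replicate and in all alternatives tried. Among genes in the top quintile of the wild-type score, the odds ratio was below 1 in both single mutants, at 0.578 in *mbd9-3* and 0.703 in *arp6-1*.

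**Figure D2:**
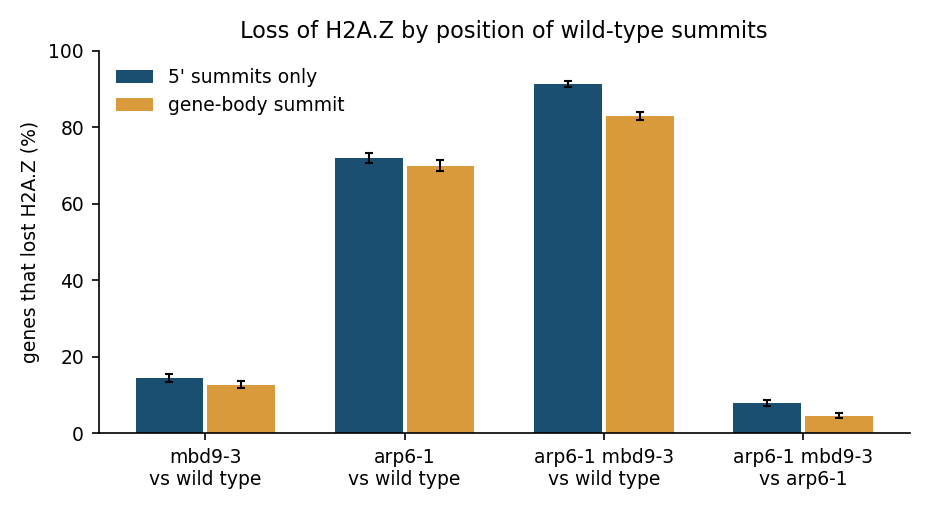
Percent of genes that lost H2A.Z among genes with 5′ summits only and genes with a gene-body summit in wild type, for each comparison. Bars show the percent of genes called in both replicates and error bars show 95% exact Clopper-Pearson intervals for counting error over genes, with the lowest shares, 7.87% and 4.60%, in *arp6-1 mbd9-3* compared with *arp6-1*.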

### MBD9/ARP6 partial redundancy in gene expression control

To investigate the relationship between H2A.Z loss and transcription, we performed RNA-seq in seedlings in wild type, *mbd9-3, arp6-1*, and *arp6-1 mbd9-3*. We defined differentially expressed genes (fold change >2, FDR  <0.05, Supplementary Methods). We detected 277 misregulated genes in *mbd9-3*, 2042 in *arp6-1*, and 1620 in *arp6-1 mbd9-3*. Among the down-regulated genes we detected *FLC*, *MAF4*, and *MAF5* as targets of both MBD9 and ARP6, confirming our RT-qPCR results (Supplementary Fig. 5a). Importantly, the expression of genes encoding the predicted subunits of the SWR1 complex as well as H2A.Z genes were largely unaffected in the mutants (Supplementary Fig. 5b). We examined down-regulated and up-regulated genes (Fig. 3) and observed a high degree of overlap between the *arp6-1* and *arp6-1 mbd9-3* mutants, with 584 common up-regulated and 616 common down-regulated genes (Fig. 3a, b). These overlapping genes showed the same trend in expression change in *mbd9-3* mutants, but to a lesser degree that did not meet our significance cutoffs (Fig. 3c, d). We also defined genes specifically up- and down-regulated in either *mbd9-3* or *arp6-1*, implying independent functions at a subset of loci (Fig. 3a–d) as well as a set of 218 up-regulated genes that were dependent on both ARP6 and MBD9 for expression (Fig. 3a, c), suggesting a redundant role of MBD9 and ARP6 at this set of genes. By contrast, the unique down-regulated genes (*n* = 170) did not show a significant change between *arp6-1* and *arp6-1 mbd9-3* (Fig. 3b, d). GO term analysis indicated that up-regulated genes in *mbd9-3* mutants are involved in post-embryonic development and response to stress, whereas for *arp6-1* and *arp6-1 mbd9-3* up-regulated genes are involved in lipid localization, biosynthetic processes, and response to drug (Supplementary Fig. 5c). By contrast, down-regulated genes are involved in response to stress, stimulus, and defense in all mutants (Supplementary Fig. 5c).

**Fig. 3:**
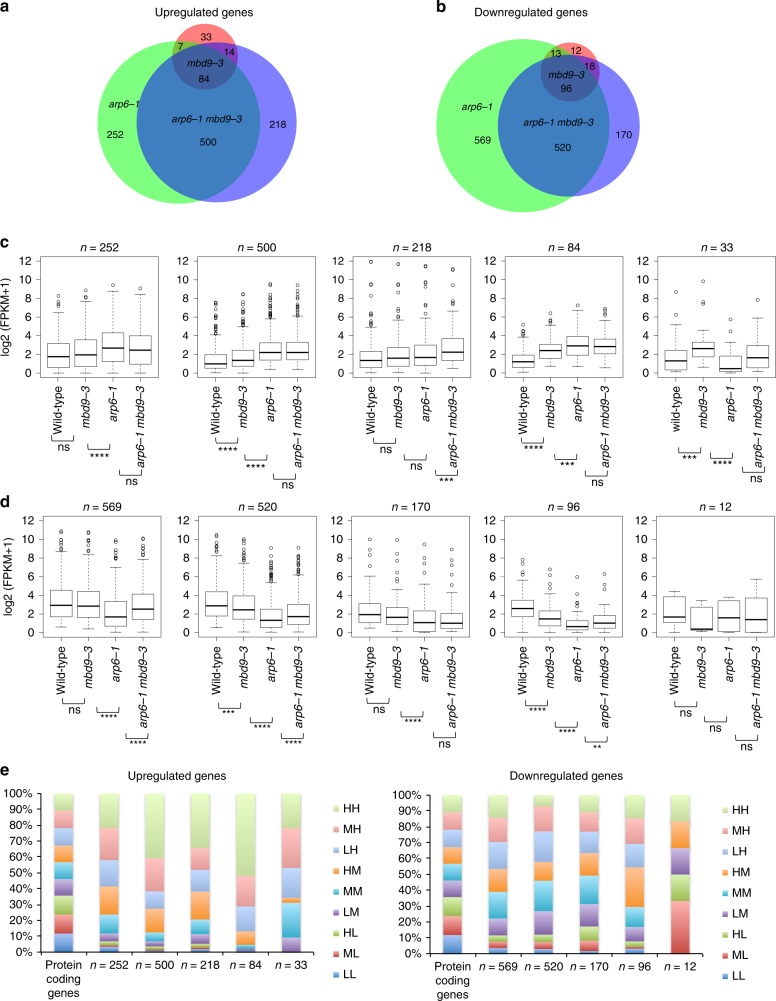
RNA-seq and H2A.Z levels in wild type and mutants. **a** Overlap between significantly (log_2_ ≥ 1, FDR ≤ 0.05) up-regulated and **b** down-regulated genes for each mutant vs wild-type control. Boxplots of average normalized RNA-seq reads log_2_ (FPKM + 1) represent different classes of overlapping and non-overlapping **c** up-regulated and **d** down-regulated genes based on intersection. Center line indicates the median, upper and lower bounds represent the 75th and the 25th percentile, respectively, whiskers indicate the minimum and the maximum, and outliers are represented as circles. Unpaired two-samples Wilcoxon test was used to determine significance: ns *p* value > 0.05, *p value ≤ 0.05, **p value ≤ 0.01, ***p value ≤ 0.001, ****p value ≤ 0.0001. **e** Intersection of up-regulated and down-regulated genes with nine classes of genes characterized by their distribution of H2A.Z in wild type at TSS and gene body. Labels H—high, M—medium, L—low refer to levels of H2A.Z at TSS (first letter) and gene body (second letter). Source data are provided as Source Data file

We compared differentially expressed genes in relation to H2A.Z changes in the mutants. First, to obtain general trends, we generated boxplots of expression and profiles of H2A.Z in the nine classes of genes divided according to their H2A.Z occupancy (Supplementary Fig. 4) for wild type, *mbd9-3*, *arp6-1*, and *arp6-1 mbd9-3* (Supplementary Fig. 6a, b). One general trend stood out, genes containing high-medium H2A.Z levels over gene bodies and the highest H2A.Z levels over TSS showed increased expression upon loss of H2A.Z in *arp6-1*, which was even more pronounced in the *arp6-1 mbd9-3* mutant (Supplementary Fig. 6a, b). 

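The loss of H2A.Z was also read from the 1038 genes that had a gene-body summit in wild type and belonged to the top quintile of genes by their best wild-type score, which ranged from 9.47 to 49.2. They are only a rough substitute for genes with much H2A.Z over TSS and gene body. No RPKM levels were used, a summit at the TSS was not required, and the best score could lie anywhere in the gene. Of the 1038 genes, 12.8% lost H2A.Z in *mbd9-3*, 82.8% in *arp6-1* and 98.1% in *arp6-1 mbd9-3*. In the bottom quintile by score, 8.77% of the genes with a gene-body summit lost H2A.Z in *mbd9-3*, 52.2% in *arp6-1* and 57.8% in *arp6-1 mbd9-3*. The score and the loss calls share the same wild-type H2A.Z libraries, so a difference between quintiles is partly built in.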

Only a weak loss of H2A.Z was observed in the *mbd9-3* mutant over these classes of genes where expression was not significantly increased (Supplementary Fig. 6a, b). 

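For genes whose wild-type summits all lay at the 5′ end, loss was compared across quintiles of the best wild-type score. In *arp6-1 mbd9-3* the share of these genes that lost H2A.Z was 82.9% in the bottom quintile and 98.8% in the top quintile. In *arp6-1* it was 63.1% in the bottom quintile and 77.1% in the top quintile. In *mbd9-3* it was 14.3% in the bottom quintile, 18.7% in the middle quintile and 7.82% in the top quintile. The score rests on the same wild-type H2A.Z libraries as the loss calls. A rise of the share with the score is therefore partly built in, and does not by itself show a stronger dependence on ARP6 or MBD9. Expression was not analysed here.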

Interestingly, looking at a typical H2A.Z profile of housekeeping genes (low H2A.Z at gene body with high levels of H2A.Z at TSS), H2A.Z deposition depended on both ARP6 and MBD9; however, this loss did not cause major transcriptional changes even in *arp6-1 mbd9-3* where H2A.Z levels were nearly depleted (Supplementary Fig. 6a, b). This perhaps is not surprising since genes that typically change in expression (become up-regulated) upon H2A.Z misregulation are weakly expressed/environmentally responsive genes that contain highest levels of H2A.Z over the gene body and the TSS^17,23–25,59,60^, most likely reflecting changes in chromatin accessibility^23,25^. We next profiled H2A.Z changes in the significantly up- and down-regulated genes in our RNA-seq datasets (Fig. 3e). Both up- and down-regulated genes lost H2A.Z in *arp6-1* and *arp6-1 mbd9-3* mutants (Supplementary Fig. 5d). 

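The paper's lists of up- and down-regulated genes were compared with the genes that lost H2A.Z, among genes with a common wild-type summit. In *arp6-1*, 501 of 711 up-regulated genes (70.5%) and 345 of 769 down-regulated genes (44.9%) lost H2A.Z, compared with 69.0% of all genes with a common wild-type summit. In *arp6-1 mbd9-3*, 622 of 681 up-regulated genes (91.3%) and 313 of 479 down-regulated genes (65.3%) lost H2A.Z, compared with 84.5% of all genes. The lists were then divided by their overlaps between mutants, which gave 42 tests of a class against the other genes (Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment). Among the down-regulated classes, the odds ratio of depletion in *arp6-1* was below 1 in every class. The class down-regulated only in *mbd9-3* had 1 gene with a common wild-type summit, which tests nothing. The class down-regulated in *mbd9-3* and *arp6-1* only had 6. Depletion in *arp6-1* was rarer than in other genes in 4 classes at an adjusted p under 0.05. The largest of these was the class of 569 genes down-regulated only in *arp6-1*, of which 393 had a common wild-type summit and 46.6% of those were depleted, an odds ratio of 0.380 (exact p = 1.24e-20, adjusted p = 1.74e-19).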

In agreement with the observed general trends, the up-regulated genes tend to belong to gene classes containing high levels of H2A.Z over the gene body (LH, MH, HH classes). More specifically, loss of H2A.Z in *mbd9-3* was observed most over genes up-regulated in *mbd9-3* (*n* = 84 and *n* = 33) and those specifically up-regulated in *arp6-1 mbd9-3* (*n* = 218) (Supplementary Fig. 5d), suggesting that MBD9-dependent H2A.Z deposition may be directly involved in repression of this subset of genes. *arp6-1* dependent up-regulated genes (*n* = 252 and *n* = 500) had minimal if any change in H2A.Z levels in *mbd9-3* (Supplementary Fig. 5d). 

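Of the 138 genes up-regulated in *mbd9-3*, 120 had a common wild-type summit and 28 of those (23.3%, 95% exact Clopper-Pearson interval 16.1 to 31.9%) were H2A.Z-depleted in *mbd9-3*, an odds ratio of 1.83 compared with other genes. A test of the undivided lists, chosen after seeing the data, gave an exact p of 0.00825 (adjusted p = 0.0135 over 18 tests). The odds ratio was 1.31 in replicate 1 alone and 1.55 in replicate 2 alone. The list was then divided by overlap with the other mutants. Of the 84 genes up-regulated in all 3 mutants, 80 had a common wild-type summit and 22.5% of those were H2A.Z-depleted in *mbd9-3*, against 14.3% of other genes. The odds ratio was 1.74 (Fisher's exact test, two-sided p = 0.0525, adjusted p = 0.170 over the tests of all classes). It was 1.13 in replicate 1 alone and 1.46 in replicate 2 alone. In the class up-regulated only in *mbd9-3*, which held 32 genes in the lists used, depletion was found at 4 of 20 genes, an odds ratio of 1.49 (exact p = 0.517, adjusted p = 0.791). In the class up-regulated only in *arp6-1 mbd9-3*, with 217 genes in the lists used, it was found at 28 of 162 genes, an odds ratio of 1.25 (exact p = 0.309, adjusted p = 0.567). None of the excesses in these 3 classes passed the adjustment, and the last was reversed in replicate 1 alone, with an odds ratio of 0.753. Depletion in *mbd9-3* was found at 13.1% of the genes up-regulated only in *arp6-1*, an odds ratio of 0.902 (exact p = 0.684, adjusted p = 0.881), which was 1.10 in replicate 2 alone. Of the 500 genes up-regulated in *arp6-1* and *arp6-1 mbd9-3* but not in *mbd9-3*, 426 had a common wild-type summit and 7.28% of those were depleted in *mbd9-3*, an odds ratio of 0.461 (exact p = 6.26e-06, adjusted p = 3.76e-05). Which genes served as the background changed these calls most. With all protein-coding genes in place of genes with a common wild-type summit, the odds ratio was 2.98 for genes up-regulated in all 3 mutants (exact test, adjusted p = 0.000574) and 1.76 for genes up-regulated only in *arp6-1 mbd9-3* (adjusted p = 0.0200). Against that background, it was 0.729 for the 500 genes (exact test, adjusted p = 0.169) and 1.30 for the genes up-regulated only in *arp6-1*. From the loss over genes up-regulated in *mbd9-3* and over those up-regulated only in *arp6-1 mbd9-3*, the paper proposes that H2A.Z deposited through MBD9 may take a direct part in repressing them.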

The down-regulated genes did not tend to belong to any particular class of H2A.Z-containing genes (Fig. 3e). 

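The MADS-box genes *FLC*, *MAF4* and *MAF5* lie on chromosome 5, from 3173382 to 3179448, from 25992193 to 25996202 and from 25997504 to 26002619 of TAIR10.1. All 3 genes had H2A.Z summits over H3 in both wild-type replicates. At *FLC*, a summit was also listed in both replicates of *mbd9-3*, *arp6-1* and *arp6-1 mbd9-3*. *FLC* was H2A.Z-depleted in *arp6-1 mbd9-3* and not in *mbd9-3*, and in *arp6-1* a lost summit was listed in replicate 1 only. *MAF4* and *MAF5* were depleted in *arp6-1* and in *arp6-1 mbd9-3*. At *MAF4* a lost summit was listed for *mbd9-3* in replicate 1 only, and at *MAF5* none was listed for *mbd9-3* in either replicate.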

Except for few well-studied genes (MADS-box proteins), the down-regulated genes in the SWR1-C mutants (including MBD9) most likely reflect indirect effects related to H2A.Z loss perhaps due to misregulated transcription factors in our mutants (Supplementary Fig. 7). Altogether, these data suggest that (1) *mbd9-3* has a much weaker effect on transcription than *arp6-1*; (2) genes misregulated in the *mbd9-3* background are a subset of genes misregulated in the *arp6-1* background; (3) MBD9 and ARP6 also cooperate to control the expression of a subset of up-regulated genes; and (4) although loss of H2A.Z is observed genome-wide in *arp6-1*, and is even more pronounced in *arp6-1 mbd9-3*, genes that change in expression upon the loss of H2A.Z are generally those that contain high levels of H2A.Z at TSS and high-medium levels of H2A.Z over the gene body.

### MBD9 occupies nucleosome-depleted regions near active genes

To determine the localization of MBD9 in chromatin, we performed MBD9 ChIP-seq on our complementing *pMBD9:MBD9-3xFLAG* T4 transgenic line, with wild type as a control (Supplementary Fig. 2). Using MACS2 (*q* value <0.01), we defined 10,348 MBD9-occupied peaks, corresponding to 5772 genes having a peak within 1 kb upstream of the TSS (Supplementary Methods). The distribution of all MBD9 peaks showed a preference for promoter and intergenic regions (68%) compared to a control set of peaks randomly selected from the genome based on length and number (Fig. 4a). Although MBD9 contains a methyl-CpG-binding domain, it is predicted not to bind methylated DNA since it lacks key conserved residues required for mCpG binding^61^. Consistently, the level of methylation over MBD9 peaks in wild-type plants was lower in all cytosine contexts than over a control set of peaks (Fig. 4b).

**Fig. 4:**
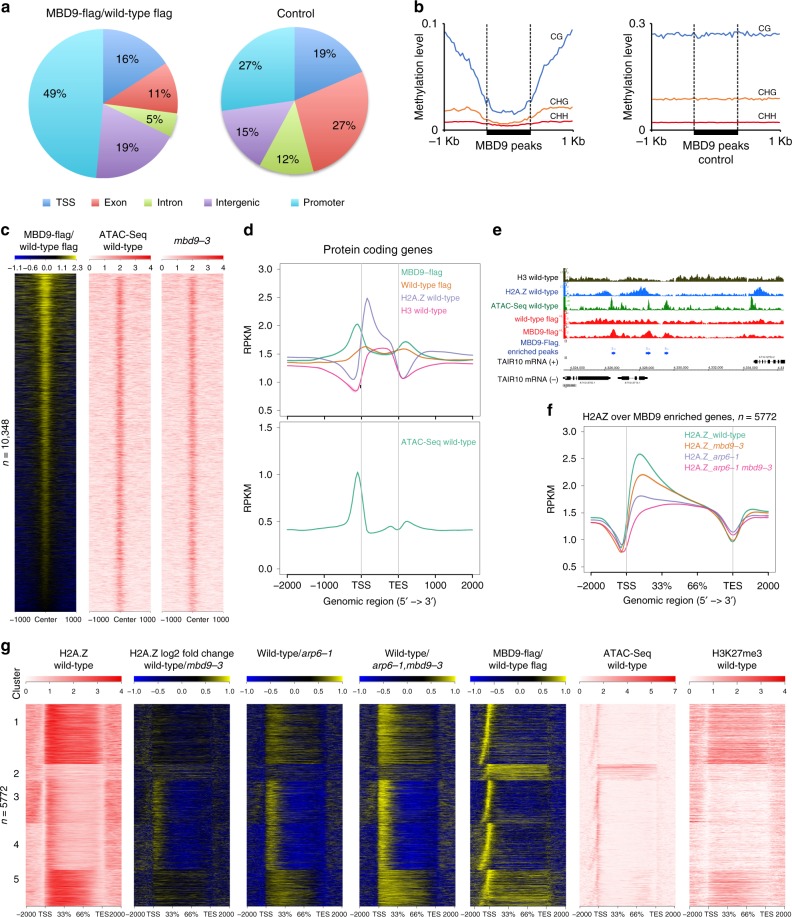
Characterization of MBD9 chromatin binding. **a** Genomic distribution of MBD9-enriched peaks vs wild type (mac2 peak caller, *q* value <0.01). **b** Average distribution of DNA methylation levels in CG, CHG, and CHH contexts in wild type over MBD9-occupied peaks and MBD9 control peaks. **c** Heatmap of normalized MBD9 signal (log_2_ RPKM) over wild-type control and normalized ATAC-seq signal (RPKM) from merged replicates in wild type and *mbd9-3* mutant over MBD9-occupied peaks. **d** Upper: Distribution of normalized signal (RPKM) for MBD9-3xFlag ChIP-seq, wild-type Flag ChIP-seq control, H2A.Z, and H3 in wild type over protein-coding genes. Lower: Distribution of normalized signal (RPKM) for ATAC-seq in wild type over protein-coding genes. **e** Snapshot representing normalized read counts (RPKM) for MBD9-3xFlag ChIP-seq, wild-type Flag ChIP-seq control, ATAC-seq, H2A.Z, and H3. Signal for ATAC-seq, H2A.Z, and H3 is a merge of two biological replicates. **f** Distribution of normalized H2A.Z ChIP-seq signal (RPKM) from merged replicates in wild type, *mbd9-3, arp6-1*, and *arp6-1 mbd9-3* over MBD9-occupied genes. **g** Heatmap ordered based on *k*-means clustering of H2A.Z ChIP-seq signal in wild type (cluster *n* = 5) at MBD9-occupied genes. Shown are corresponding H2A.Z ratio plots for wild type over *mbd9-3*, *arp6-1*, and *arp6-1 mbd9-3* mutants and MBD9-3X Flag ChIP-seq over wild-type flag control in log_2_ RPKM, ATAC-seq in wild type in RPKM, and H3K27me3 levels in wild type in RPKM. Source data are provided as Source Data file

We plotted MBD9 peaks alongside open chromatin regions, as determined by ATAC-seq, given MBD9’s clear preference for promoter regions. This revealed a significant overlap between MBD9 peaks and open chromatin regions (Fig. 4c). At these regions, the open chromatin was largely unaffected in *mbd9-3* (Fig. 4c). Metaplots of MBD9 ChIP-seq signal over protein-coding genes revealed two major MBD9 peaks, one over nucleosome-depleted regions just upstream of the TSS and a smaller peak just 3′ of the transcription end site (TES) (Fig. 4d). At the 5′ end, the MBD9 peaks overlap with the ATAC-seq peaks and are just upstream of the H2A.Z peak (Fig. 4d, e).

We further investigated MBD9 occupancy in relation to H2A.Z distribution. When plotting H2A.Z over MBD9-occupied genes, we detected a loss of H2A.Z at the 5′-ends of genes in the *mbd9-3* mutant (Fig. 4f). To investigate whether the loss of H2A.Z occurs over a specific subset of genes, we ordered MBD9-occupied genes based on H2A.Z occupancy in the wild type using *k*-means clustering (*n* = 5) to reflect typical patterns of H2A.Z occupancy in *Arabidopsis*^17^ (Fig. 4g). This analysis revealed that MBD9 occupies genes with various H2A.Z localization patterns, including genes with low H2A.Z throughout (cluster 2, Fig. 4g) and genes containing H2A.Z over gene bodies (clusters 1 and 5, Fig. 4g). However, the locations that were most sensitive to the loss of H2A.Z in the *mbd9-3* mutants were those that contain H2A.Z predominately over their 5′-ends (clusters 3 and 4, Fig. 4g, ratio plots). These regions (clusters 3 and 4) contain low levels of H3K27me3. This is in contrast to the *arp6-1* and the *arp6-1 mbd9-3* mutants, where H2A.Z loss occurred throughout all MBD9-occupied genes, with the greatest loss observed in the double mutant (Fig. 4g).

### MBD9-enriched genes contain specialized chromatin features

To determine if specific chromatin features mark the regions that are enriched with MBD9, we analyzed ATAC-seq data from wild-type plants and observed that MBD9-occupied genes tended to have more open chromatin than either an equivalent set of genes with similar expression levels, or all protein-coding genes (Fig. 5a, b). We also investigated preferences for histone modifications using previously published and generated data^62–64^ from equivalent tissues and stages of development (Supplementary Note). MBD9-occupied genes contained higher levels of H3K4me3 when compared to all protein-coding genes and the H3K4me3 signal was broader when compared to a control set of genes (Fig. 5c). A similar relative enrichment was also true for histone acetylation levels (Fig. 5c), whereas MBD9-occupied genes were depleted of H3K27me3 when compared to gene averages (Fig. 5c). This general trend was also true for regions depleted of H2A.Z in *mbd9-3*, as depicted in the heatmap ordered by expression level at all protein-coding genes (Supplementary Fig. 8). 

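A lost summit was placed at a 5′ end when it lay between the TSS of a protein-coding gene and 500 bp downstream. In *mbd9-3*, 51.4% ± 4.87 (SD, n = 2 replicates) of the lost summits lay at a 5′ end, compared with 45.2% ± 0.431 (SD, n = 2) of wild-type H2A.Z summits over H3. The share was 51.7% ± 1.26 (SD, n = 2) for summits lost in *arp6-1* and 53.7% ± 0.175 (SD, n = 2) for those lost in *arp6-1 mbd9-3*. For summits lost in *arp6-1 mbd9-3* compared with *arp6-1* it was 76.7% ± 3.41 (SD, n = 2). In an alternative chosen after seeing the data, the 10% of lost summits with the highest scores were taken from each list. At this top, 66.0% and 52.8% of the summits lost in the *mbd9-3* replicates lay at a 5′ end, whereas 63.5% and 63.8% of the top 10% of wild-type summits did. The corresponding means were 69.2% in *arp6-1* and 76.9% in *arp6-1 mbd9-3*. Narrowing the 5′ window to 300 bp moved the shares most, to 26.8% in *mbd9-3*, 23.8% in *arp6-1* and 25.4% in *arp6-1 mbd9-3*, which changed the order of the 3 mutants.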

Regions that lost H2A.Z most in *mbd9-3* tended to occur predominantly at the 5′-ends of genes. These regions also contained high levels of activating histone modifications (H3K4me3, H3Ac) and low levels of H3K27me3, and coincided with MBD9-occupied peaks and open chromatin. In agreement, a related study also identified an enrichment of histone acetylation marks at MBD9-dependent H2A.Z sites^54^.

**Fig. 5:**
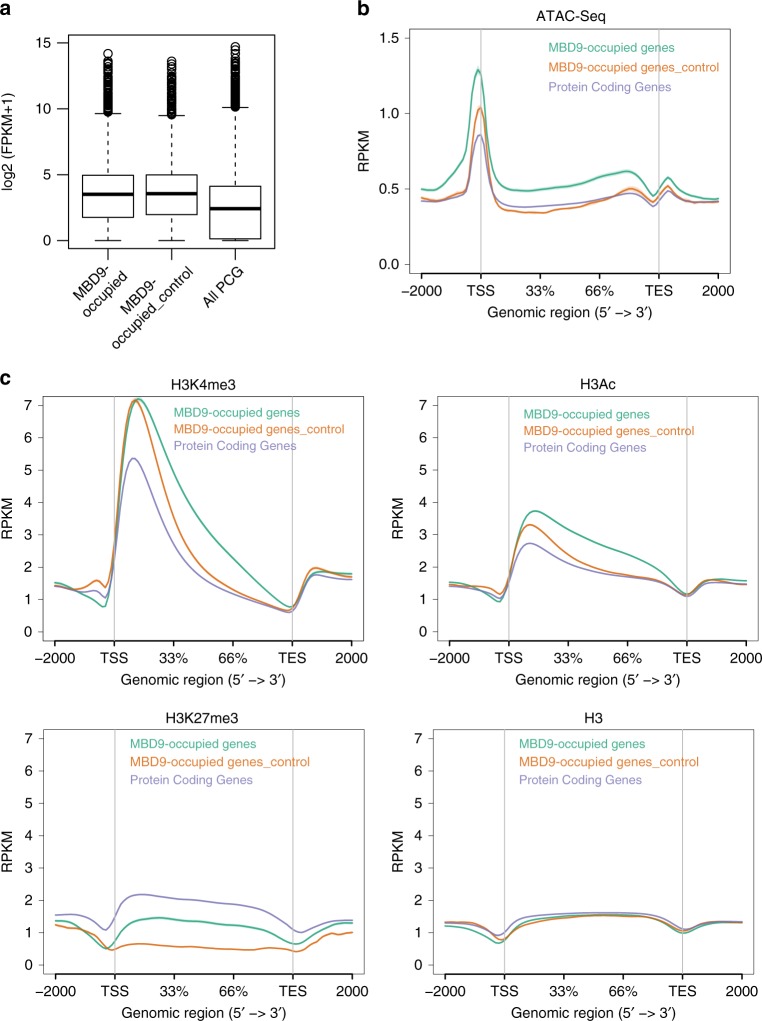
Chromatin features at MBD9-occupied genes. **a** Boxplots of average expression levels log_2_ (FPKM + 1) from RNA-seq in wild type for MBD9-occupied genes, MBD9 control genes, and protein-coding genes. Center line indicates the median, upper and lower bounds represent the 75th and the 25th percentile, respectively, whiskers indicate the minimum and the maximum, and outliers are represented as circles. **b** Distribution of normalized ATAC-seq levels (RPKM) over MBD9-occupied genes, MBD9 control genes, and protein-coding genes. **c** Distribution of normalized levels (RPKM) for H3K4me3, H3Ac, H3K27me3, and H3 ChIP-seq in MBD9-occupied genes, MBD9 control genes, and protein-coding genes

Altogether, these results suggest that MBD9 preferentially localizes to the open chromatin regions of actively transcribing genes, which contain high levels of H3K4me3 and histone acetylation and are different from genes controlled by the Polycomb Group Complex.

## Discussion

H2A.Z has been implicated in a wide variety of functions, including transcription, meiosis, and DNA damage^52^. How it is specifically targeted to the locations where these events occur is poorly understood. In this study we have characterized the interacting partners of *Arabidopsis* ARP6, a homolog of Arp6 found in the yeast SWR1-C involved in H2A.Z deposition. We identified nine *Arabidopsis* proteins that are homologous to subunits common to the yeast (SWR1) and mammalian (SRCAP) complexes, ARP6, PIE1, RIN1, RIN2, ARP4, SWC4, SWC2, YAF9A, and SEF. We further identified several additional ARP6-interacting partners, TRA1A, TRA1B, MBD9, and four members of the Alfin1-like family (AL4, AL5, AL6, and AL7). These Alfin1-like-containing proteins recognize H3K4me3 histones^57^, suggesting that they play a role in recruiting the SWR1 complex to H3K4me3 regions. The ARP6-interacting partners identified in our study are in agreement with a related study involving ARP6-TAP purification followed by mass spectrometry^54^. However, there were a few differences. Specifically, we did not enrich for H2A.Z or ACT1 in our mass spec data, perhaps reflecting different methods of isolation, while we did identify TRA1A and AL4 as ARP6-interacting partners that were not reported by Sijacic et al.^54^.

We focused on characterizing the interaction between ARP6 and MBD9. We identified interacting partners for MBD9 and showed that it interacted with most components of the SWR1 complex, including PIE1, RIN1, ARP4, RIN2, SWC2, ARP6, SWC4, YAF9A, and SEF. MBD9 also interacted with TRA1A and TRA1B, further implicating histone acetylation in H2A.Z deposition. Additionally, we detected high enrichment of the ISWI chromatin remodeling complex in our MBD9 IP, which was not seen in the ARP6 IP–mass spec. The ISWI remodeling complex interacts with other chromatin remodelers^65^, MADS proteins^66^, and DTT-containing proteins^67^. MBD9 was among the reported interacting partners of CHR17, independently validating our results^65^. However, only two other SWR1 complex components (ARP4 and RIN1) were detected in the same CHR17 IP–mass spec study. Since we did not detected preferential enrichment between CHR11/17 and ARP6 in our data, this suggests that MBD9 interacts with the two complexes separately. Our analysis of the genetic interactions between *mbd9-3* and *arp6-1* suggests that, despite the more severe developmental phenotype of the double mutant, ARP6 is epistatic to MBD9 regarding flowering time. These two observations are in agreement since flowering time is controlled by a particular set of genes, whereas H2A.Z deposition is globally affected in our mutants. The stronger developmental phenotype of the double mutant could have two plausible explanations: (1) multiple pathways are involved or (2) since the double mutant closely resembles *pie1-2* (a mutation affecting the catalytic subunit of the SWR1 complex), the phenotype results from MBD9 and ARP6 being part of the SWR1 complex, where the complex may be partly functional without one of the components but not without both. Future work will discriminate between these possibilities. Our genomic observations, H2A.Z ChIP-seq data, and transcriptome analysis revealed that MBD9 and ARP6 share many common targets, but the *mbd9-3* mutant shows a weaker phenotype than *arp6-1*. We observed that MBD9 is required for the deposition of H2A.Z at a subset of *arp6-1* dependent loci, similar to what was reported by Sijacic et al.^54^. We also identified a subset of genes that require both ARP6 and MBD9 for both their expression and for H2A.Z deposition, suggesting the two proteins act redundantly in some cases. Additionally, we determined the genome-wide occupancy of MBD9 and showed that it preferentially localized to the open chromatin regions of promoters and the transcription termination sites of active genes that have high levels of activating histone modifications (H3K4me3 and histone acetylation) and did not localize to genes repressed by the Polycomb Group Complex. These data suggest that the MBD9-containing SWR1 complex promotes H2A.Z deposition at the 5′ ends of highly expressed genes.

Regarding the interaction of MBD9 with the SWR1 complex, three possibilities exist based on our genetic and genomic observations: (1) MBD9 is always a member of the SWR1 complex but not always required, (2) MBD9 is part of a subset of all SWR1 complexes in *Arabidopsis*, and (3) MBD9 only transiently interacts with the SWR1 complex. Based on size exclusion chromatography of ARP6-containing SWR1 complex in the *mbd9* mutant, Sijacic et al.^54^ concluded that MBD9 is not a core subunit of the *Arabidopsis* SWR1 complex. However, as noted by the authors, this does not exclude the possibility that MBD9 is part of a small subset of all SWR1 complexes in *Arabidopsis*^54^. Given that we detected most components of the SWR1 complex in our MBD9 IP–mass spec, our genetic and genomic data best fit the model that MBD9 is part of a subset of the SWR1-containing complexes.

Surprisingly, although we detected many genes that lost H2A.Z in the *mbd9-3* mutant, this loss did not result in major transcriptional changes. This may be because the loss of H2A.Z in the *mbd9-3* mutant occurs over genes with low H2A.Z over gene bodies and several studies suggest that genes changing most upon loss of H2A.Z are the ones bearing H2A.Z over the gene body^17,23,24^. One plausible explanation for the lack of transcriptional response at these regions in the *mbd9-3* mutant is redundancy. It is possible that redundant mechanisms are present at housekeeping genes to maintain their high expression and losing H2A.Z is not enough to perturb their activity. In support, H2A.Z is proposed to have redundant roles with chromatin remodeling complexes in yeast^68^. Interestingly, we identify components of the ISWI chromatin remodeling family as interacting partners of MBD9 in our IP. Additionally, CHR11/17 mutants have defects in flowering time and decreased levels of *FLC* expression^69^. Perhaps in addition to promoting H2A.Z deposition, MBD9 promotes low nucleosome occupancy at genes containing H2A.Z at +1 by interacting with chromatin remodelers to maintain these loci in a transcriptionally permissive state. In support, a recent study of FORGETTER1, a protein involved in heat-shock memory response, was found to interact with chromatin remodelers including CHR11/17 to maintain low nucleosome occupancy of genes in non-inductive conditions^65^. In *Arabidopsis*, the ISWI remodeling complex is required for the regular spacing of nucleosomes downstream of the +1 border nucleosome^70^. Interestingly, many highly expressed genes in the CHR11/17 mutant have defects in nucleosome positioning, yet their transcription is unaffected^70^. This finding supports our hypothesis that redundant mechanisms maintain high expression of housekeeping genes. Higher order mutants between the SWR1 complex and chromatin remodelers are required to test this hypothesis.

In yeast, the SWR1 complex preferentially binds to nucleosome-depleted regions^42,43^. Consistent with the role of MBD9 in the SWR1 complex, we found that MBD9 also localizes to nucleosome-depleted regions, in close proximity to H2A.Z deposited at the 5′-ends of gene bodies. These regions are devoid of DNA methylation, consistent with the prediction that the methyl-binding domain of MBD9 does not recognize methylated sequences^61^.

The genes bearing MBD9 also contain high levels of histone acetylation, consistent with the observation that histone acetylation in yeast promotes H2A.Z deposition. We also observed enrichment of three of the four common NuA4 histone acetylation complex subunits, SWC4, YAF9, and ARP4, in our IP–mass spec. We also identified two homologs of the yeast Tra1 proteins, TRA1A and TRA1B, in both ARP6 and MBD9 IPs. Tra1 is a component of the yeast NuA4 complex^50^. In *Arabidopsis*, TRA1B interacts with SWC4, a component of the predicted NuA4 complex^71^, and both TRA1A and TRA1B are components of the *Arabidopsis* SAGA acetyltransferase complex^72^. This suggests that various acetyltransferase complexes may be promoting H2A.Z deposition via histone acetylation. Since we did not detected the NuA4 scaffold or the catalytic subunit in our IP, it is unlikely that the ARP6-containing SWR1 complex represents a fusion of the *Arabidopsis* SWR1 and NuA4 complexes, similar to the mammalian TIP60 complex; rather, the TRA1A and TRA1B subunits may function to bridge the acetyltransferases with the SWR1 complex.

In summary, our study identified components of the SWR1 complex in *Arabidopsis* and shed light on the role of MBD9 in promoting H2A.Z deposition at a subset of highly expressed genes. Further work addressing the function of the H2A.Z histone variant should reveal the nature of its dependency on factors such as histone acetyltransferase and chromatin remodeling complexes for carrying out its varied functions across the genome.

## Methods

### Plant materials

All *Arabidopsis* plants used in this study were of the Col-0 ecotype and were grown at 22 °C under long-day conditions (16 h light, 8 h dark). For the short-day flowering time experiment, plants were grown at 22 °C (16 h dark, 8 h light). The following *Arabidopsis* mutant lines were used: *mbd9-3* (SALK_039302), *arp6-1* (Sail_599_G03), and *pie1-2* (SALK_003776C).

### Quantitative real time PCR

Total RNA was prepared from whole seedlings (14 DAG) using the RNA Prep Pure Plant Kit (Tiangen Biotech, Beijing, China). Two micrograms of RNA was used for the preparation of cDNA using PrimeScript Reagent Kit with gDNA eraser (Takara, Japan). Signal detection, quantification, and normalization were done using Quant Studio 6 proprietary Software (Life Technologies, USA).

### Co-immunoprecipitation

An anti-MBD9 polyclonal antibody was raised in rabbits using the 1941–2176 aa MBD9 peptide as an antigen. The antibody was coupled to magnetic beads using the Dynabeads antibody coupling kit (Invitrogen, USA) following the manufacturer’s recommendations; 7 µL of 3.12 mg mL^−1^ were used per sample. Approximately 2 g of floral tissue was ground in liquid nitrogen, 10 mL IP buffer (50 mM Tris pH 7.6, 150 mM NaCl, 5 mM MgCl_2_, 10% glycerol, 0.1% NP-40, 0.5 mM DTT, 1 µg µL^−1^ pepstatin, 1 mM PMSF, 1 protease inhibitor cocktail tablet (Roche, 14696200)) was added, the mix was incubated on ice for 20 min, and spun at 4000*g* for 10 min at 4 °C. The supernatant was filtered through a double layer of Miracloth. Anti-MBD9 antibody coupled to magnetic beads was added and incubated for 2 h at 4 °C with gentle rotation. Beads were washed six times with IP buffer, 5 min each wash at 4 °C with rotation, and then boiled. Western blotting and detection were performed with anti-Myc 9E10 mouse monoclonal antibody (Thermo Fisher Scientific, MA1-980) with 1:1000 dilution.

### RNA-seq and analysis

Total RNA was extracted from 13 DAG shoots grown on 1% MS supplemented with 1% sucrose under long-day conditions. Four replicates, grown on separate plates, were collected for each genotype. RNA was extracted using the Direct-zol RNA Miniprep kit (Zymo). For RNA-seq, 1 µg of total RNA was used to prepare libraries using the TruSeq Stranded mRNA-Seq kit (Illumina). Reads were aligned to TAIR10 using Tophat by allowing up to two mismatches and mapping only to one location. FPKM values and differential gene expression were analyzed using Cufflinks with default settings. GO term enrichment was determined using AgriGO.

### Epitope-tagged transgenic ARP6 and MBD9 lines

Full-length genomic DNA fragments containing ~1 kb (MBD9) or ~1.5 kb (ARP6) of promoter sequence, together with genomic gene sequences up to the annotated/major stop codon of MBD9 and ARP6 were amplified using PCR (primers are listed in Supplementary Table 1). The PCR product was cloned into the pENTR/D vector (Invitrogen) and delivered into a modified pEG containing 3X FLAG and 9X MYC tags using the LR reaction kit (Invitrogen). The pEG destination vectors were transformed into Agrobacterium strain AGL0, followed by transformation using the floral dip method.

### Affinity purification and mass spectrometry

Approximately 10 g of flowers from transgenic lines expressing T3 ARP6-3xFLAG or T4 MBD9-3xFLAG and from Col-0 plants as negative controls were ground to a fine powder using a RETCH homogenizer (3 min @ 30 Hz min^−1^) and suspended in 30 mL of IP buffer. Tissue was further dounce homogenized until lump-free, then centrifuged for 20 min at 4000*g* and 4 °C. The lysate was filtered through two layers of Miracloth. Supernatant was incubated with 200 μL anti-FLAG M2 magnetic beads (M8823, Sigma), at 4 °C for 2 h. The bead-bound complex was washed once with 10 mL IP buffer, then four times (5 min rotating at 4 °C with 1.5 mL IP buffer), followed by a final wash with IP buffer without NP-40. The FLAG-IP was eluted twice with 300 µL 250 µg mL^−1^ 3X FLAG peptides (Sigma, F4799) in TBS (50 mM Tris-Cl, pH 7.5, 150 mM NaCl), mixing for 15 min at 4 °C. The eluted protein complexes were precipitated by trichloroacetic acid and subjected to mass spectrometric analyses. In the case of ARP6-9xMyc and MBD9-9xMyc, monoclonal 9E10 coupled to magnetic beads was used (88842, Pierce). The bead-bound complexes were washed six times with 1 mL of IP buffer. For each wash, the beads were rotated at 4 °C for 5 min. For ARP6-9xMyc, proteins were released from the Streptavidin beads by 3C cleavage overnight at 5 °C. 3C-GST was removed by incubation with GST couple magnetic beads (Pierce, USA). For MBD9-9xMyc, proteins were eluted twice with 100 µL 8 M Urea in 50 mM Tris pH 8.5, mixing for 15 min at 37 °C. The supernatant was TCA precipitated.

### Genome-wide ChIP sequencing and library generation

For histone modification ChIPs, about 0.5 g of shoots were collected from 13 DAG seedlings grown on 1% MS plates supplemented with 1% sucrose under long-day conditions. Samples were crosslinked in vitro, sheared using Bioruptor Plus (Diagenode). Libraries were generated with NuGEN Ovation Ultra Low System V2 kit, according to the manufacturer’s instructions, and were sequenced on an Illumina HiSeq 4000 instrument. H2A.Z ChIP assays were performed using polyclonal antibodies specific to *Arabidopsis* H2A.Zs HTA11 and HTA9. The antibodies were produced in rabbits and further purified using the peptides described in Deal et al.^57^. For each ChIP we used 4 µL of 3.34 mg mL^−1^. Abcam1791 (Abcam) antibody was used for H3 ChIP assays (10 µL of 0.5 mg mL^−1^) and active motif 39140 (Active Motif) was used for pan-acetyl H3 ChIP assays (5 µL of 1 mg mL^−1^).

For MBD9, about 5 g of 13 DAG T4 MBD9-3XFLAG and Col-0 seedlings grown on 1% MS were fixed in vivo using vacuum infiltration as follows. Protein–protein crosslinking was performed first using 1.5 mM EGS in 1× phosphate-buffered saline (PBS) for 10 min followed by three washes with PBS. Next, tissue was fixed with 1% formaldehyde in 1× PBS for 20 min. Crosslinking was stopped with 0.125 M glycine in 1× PBS and the seedlings were vacuum infiltrated for 5 min. Tissue was patted dry and frozen at −80 °C. Tissue was homogenized to a fine powder using a RETCH homogenizer (2 min @ 30 Hz min^−1^) and resuspended with Nuclear Isolation Buffer (50 mM Hepes, 1 M Sucrose, 5 mM KCl, 5 mM MgCl_2_, 0.6% Triton X-100, 0.4 mM PMSF, 5 mM Benzamidine, 1× protease inhibitor cocktail tablet (Roche, 14696200). Lysate was filtered through one layer of Miracloth and centrifuged for 20 min at 2880*g* and 4 °C. The pellet was resuspended with 1 mL Extraction buffer 2 (0.25 M sucrose, 10 mM Tris-HCl pH 8, 10 mM MgCl_2_, 1% Triton X-100, 5 mM BME, 0.1 mM PMSF, 5 mM Benzamidine, and 1× protease inhibitor cocktail tablet (Roche, 14696200)), followed by centrifugation for 10 min at 12,000*g* and 4 °C. The pellet was then resuspended in 500 µL Extraction buffer 3 (1.7 M sucrose, 10 mM Tris-HCl pH 8, 2 mM MgCl_2_, 0.15% Triton X-100, 5 mM BME, 0.1 mM PMSF, 5 mM Benzamidine, 1× protease inhibitor cocktail tablet (Roche, 14696200), layered over 500 µL extraction buffer 3 and centrifuged for 1 h at 12,000*g* and 4 °C. The pellet was lysed with 400 µL Nuclei Lysis Buffer on ice (50 mM Tris pH 8, 10 mM EDTA, 1% SDS, 0.1 mM PMSF, 5 mM Benzamidine, 1× protease inhibitor cocktail tablet (Roche, 14696200). To lysed nuclei, 1.7 mL of ChIP Dilution Buffer (1.1% Triton X-100, 1.2 mM EDTA, 16.7 mM Tris pH 8, 167 mM NaCl, 0.1 mM PMSF, 5 mM Benzamidine, 1× protease inhibitor cocktail tablet (Roche, 14696200) was added and DNA was sheared on a Bioruptor Plus (Diagenode) (30 s ON/30 s OFF, Max power, 17 min at 4 °C). Sheared chromatin was centrifuged twice at max speed for 10 min at 4 °C. The supernatant was further diluted with ChIP dilution buffer up to 4 mL. One hundred microliters of sample were saved as input and the rest was split into 2 mL DNA LoBind tubes (Eppendorf, D1579630) and 10 µL of 1 mg mL^−1^ anti-Flag antibody was added (F1804; Sigma-Aldrich). After incubation overnight with rotation at 4 °C, 50 µL Dynabeads (equal mix of Protein A and G; Invitrogen 10004D/10002D) was added to chromatin and incubated for an additional 2 h. The magnetic beads were washed with 1 mL of the following buffers for 5 min rotating at 4 °C: 2× with low salt buffer (150 mM NaCl, 0.2% SDS, 0.5% Triton X-100, 2 mM EDTA, 20 mM Tris pH 8), 1× high salt buffer (200 mM NaCl, 0.2% SDS, 0.5% Triton X-100, 2 mM EDTA, 20 mM Tris pH 8), 1× LiCl Wash Buffer (250 mM LiCl, 1% Igepal, 1% sodium deoxycholate, 1 mM EDTA, 10 mM Tris pH 8), and 1× with TE buffer (10 mM Tris pH 8, 1 mM EDTA). The immunocomplex was eluted from the beads twice with 250 µL elution buffer (1% SDS, 10 mM EDTA, 0.1 M NaHCO_3_), incubating for 20 min with shaking at 65 °C. Four hundred microliters of elution buffer was added to the input samples. A total of 20 µL 5 M NaCl was added to each tube; the crosslink was reversed by incubation at 65 °C overnight. Residual protein was degraded with 20 µg Prot K in 10 mM EDTA and 40 mM Tris pH 8 at 45 °C for 1 h followed by phenol/chloroform/isoamyl alcohol extraction and ethanol precipitation. The pellet was washed with 70% EtOH and resuspended in 50 µL molecular grade water. Libraries were prepared using the NuGEN Ovation Ultra Low System V2 kit, according to the manufacturer’s instructions, and were sequenced on an Illumina HiSeq 4000 instrument.

### ChIP-seq analysis

ChIP-seq fastq reads were aligned to the TAIR10 reference genome with Bowtie using default settings and allowing only uniquely mapping reads. Duplicated reads were removed using SAMtools. IGB genome browser was used to visualize the data and to generate snapshots. Normalized read coverage tracks were generated using the USeq package Sam2Useq application. ChIP-seq peaks in wild type and mutants were called by callpeak function in MACS2 (v2.1.1.). ChIP-seq data metaplots and *k*-means clustering were generated by NGSPLOT (v4.02.48). Enriched motifs in peak sets were identified using HOMER findMotifsGenome. Annotation of peak locations were carried out using the HOMER annotatepeaks function. GO term enrichment was determined using AgriGO.

### ATAC-seq

Inflorescence tissues were collected for nuclei extraction as follows. About 5 g of inflorescence tissue was collected and immediately transferred into ice-cold grinding buffer (300 mM sucrose, 20 mM Tris pH 8, 5 mM MgCl_2_, 5 mM KCl, 0.2% Triton X-100, 5 mM β-mercaptoethanol, 35% glycerol). The samples were ground with an Omni International General Laboratory Homogenizer at 4 °C and then filtered through a two-layer Miracloth and a 40-µm nylon mesh Cell Strainer (Fisher). Samples were spin filtered for 10 min at 3000*g*, the supernatant discarded, and the pellet resuspended with 25 mL of grinding buffer using a Dounce homogenizer. The wash step was repeated once and the nuclei resuspended in 0.5 mL of freezing buffer (50 mM Tris pH 8, 5 mM MgCl_2_, 20% glycerol, 5 mM β-mercaptoethanol). Nuclei were subjected to transposition reaction with Tn5 (Illumina, cat. no. FC-121-1030)^73^. For transposition reaction, 25 µL of 2× DMF (66 mM Tris-acetate (pH = 7.8), 132 K-Acetate, 20 mM Mg-Acetate, 32% DMF) was mixed with 2.5 µL Tn5 and 22.5 µL nuclei suspension and incubated at 37 °C for 30 min^73^. Transposed DNA fragments were purified with ChIP DNA Clean & Concentrator Kit (Zymo, cat. no. D5205)^73^. Libraries were generated using Phusion High-Fidelity DNA Polymerase (NEB, cat. no. M0530S) as follows, 12.5 µL 2× Phusion, 1.25 µL 10 mM Ad1 primer, 1.25 µL 10 mM Ad2 primer, 4 µL ddH2O and 6 µL purified transposed DNA fragments were mixed and subjected to 12 cycles of PCR amplification (72 °C for 5 min, 12 cycles of 98 °C for 3 min, 98 °C for 45 s, 63 °C for 30 s, and 72 °C for 1 min)^73^. Libraries were sequenced on an Illumina HiSeq 2000 instrument. ATAC-seq read adaptors were removed with trim_galore and then mapped to the *Arabidopsis* thaliana reference genome TAIR10 using Bowtie (-X 2000 -m 1). Chloroplast and mitochondrial DNA aligned reads were filtered out and duplicate reads were removed using SAMtools.

### Reporting Summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

Data supporting the findings of this work are available within the paper and its Supplementary Information files. A reporting summary for this Article is available as a Supplementary Information file. The datasets generated and analyzed during the current study are available from the corresponding author upon request. The source data underlying Figs. 1a, 1c, 1d, 2a, 2c, 3, and 4, Supplementary Figs. 1, 2, and 6, and Tables 1, 2 are provided as a Source Data file. All high-throughput sequencing data generated in this study is accessible at NCBI’s Gene Expression Omnibus (GEO) via GEO Series accession number GSE123263.

## Source data

Source Data

# Supplementary material for: Arabidopsis SWR1-associated protein methyl-CpG-binding domain 9 is required for histone H2A.Z deposition
**Source:** Nat Commun. 2019 Jul 26;10:3352. doi: 10.1038/s41467-019-11291-w
**Supplement:** Supplementary file 1 — Supplementary Information

***Arabidopsis* SWR1-associated protein methyl-CpG-binding domain**

**9 is required for histone H2A.Z deposition**

Potok *et al.*

## Supplementary Methods

### ChIP-seq analysis

Fastq reads were aligned to the TAIR10 reference genome excluding chromosome chloroplast and mitochondria with Bowtie<sup>1</sup> using default settings and allowing only uniquely mapping reads. Duplicate reads were removed using SAMtools<sup>2</sup>. Pearson correlation between H2A.Z ChIP-seq replicates was generated with R using normalized (RPM) 1kb binned windows generated using biotoolbox application `get_datasets.pl` (<https://github.com/tjparnell/biotoolbox>). Normalized read coverage tracks were generated using the USeq package `Sam2Useq` application<sup>3</sup>. IGB genome browser was used to visualize the data and to generate snapshots<sup>4</sup>. H2A.Z enriched peaks vs corresponding H3 signal or between mutants for each replicate were determined by `callpeak` function in MACS2 (v2.1.1.)<sup>5</sup> with the following parameters, `-g 1.3e8 -q 0.01 -extsize 200`. MBD9, enriched gene were identified similarly as H2A.Z enriched peaks using wild-type Flag ChIP-seq as control. To obtain common H2A.Z enriched peaks between replicates, H2A.Z enriched peaks for each sample were intersected using the USeq package `IntersectRegions`<sup>3</sup> application with `gap = 0`. Genes corresponding to enriched H2A.Z peaks and MBD9 occupied genes were identified by intersecting with TAIR10 UCSC gene table using the USeq package `IntersectRegions` application<sup>3</sup>. BioVenn application was used to generate the overlap between H2A.Z enriched genes<sup>6</sup>. ChIP-seq metaplots were generated using NGSLOT (v4.02.48)<sup>7</sup> with moving window = 5. Annotation of peak locations were carried out using the HOMER `annotatepeaks` function<sup>8</sup>. GO term enrichment was determined using AgriGO<sup>9</sup>. Clustering of H2A.Z profiles in wild-type over MBD9-occupied genes was generated with NGSLOT (v4.02.48)<sup>7</sup> using *k*-means clustering, *n*=5, with maximum number of iterations = 20 and number of random starts = 30.

### BS-seq analysis

For generating average methylation plots over MBD9-occupied genes and control set of regions, publicly available wild-type BS-seq data in seedlings was used and analyzed as follows. Trim\_galore ([http://www.bioinformatics.babraham.ac.uk/projects/trim\\_galore/](http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/)) have been used to trim adapters after filtering low quality reads. BS-seq reads were aligned to TAIR10 reference genome by Bismark (v0.18.2)<sup>10</sup> with default settings. Reads with three or more consecutive CHH sites were considered as unconverted reads and have been filtered. DNA methylation levels were defined as  $\#C / (\#C + \#T)$ . For meta plot of methylation data, up and down flanking 1000 bp sequences were divided into ten 100bp-bins respectively and MBD9 peaks regions were divided into 10 proportioned bins, then calculate average CG, CHG, and CHH methylation level at these bins.

### RNA-seq analysis

Reads were aligned to TAIR10 using Tophat<sup>11</sup> by allowing up to two mismatches and mapping only to one location. FRPKM values and differential gene expression were analyzed using Cuffdiff<sup>11</sup> with default settings. BioVenn application was used to generate the overlap between differentially expressed genes<sup>6</sup>. Boxplots of expression were generated using R, unpaired two-samples Wilcoxon test was used to determine statistical significance between samples. GO term enrichment was determined using AgriGO<sup>12</sup>. To investigate the misregulation of transcription factors with differentially expressed genes in our mutants, transcriptional factor genes and families were obtained from the Arabidopsis transcription factors database (agris-knowledgebase.org) and intersected with upregulated and down-regulated genes in each mutants. The overlap of transcription factors up-regulated and down-regulated in each mutant was generated using BioVenn.

### ATAC-seq analysis

ATAC-seq read adaptors were removed with trim\_galore ([http://www.bioinformatics.babraham.ac.uk/projects/trim\\_galore/](http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/)) and then mapped to the *Arabidopsis thaliana* reference genome TAIR10 using Bowtie (-X 2000 -m 1)<sup>1</sup>. Chloroplast and mitochondrial DNA aligned reads were filtered out and duplicate reads were removed using SAMtools<sup>2</sup>.

### Defining H2A.Z gene classes

To classify genes according to H2A.Z profiles in wild-type, we used the same approach as described in Coleman-Derr, D. and Zilberman D., 2012<sup>13</sup>. Specifically, H2A.Z levels (RPKM) were obtained for TSS regions (TSS + 500bp) and gene body regions (between TSS +500bp and TES -500bp) for protein coding genes using biotoolbox application get\_datasets.pl. We empirically determined that to best represent short genes less than 1500bp, H2A.Z levels were obtained from the entire coding region and the same value was assigned to both TSS and TES region. Next the regions were divided into three groups based on the levels of H2A.Z at gene body (values in log<sub>2</sub> RPKM, low < 3 (9612 genes), medium 3 to <4 (8467 genes), high > =4 (8805 genes)). The three categories were further equally divided into three groups representing low, medium, and high levels of TSS. The categories are designated as L – Low H2A.Z, M- Medium H2A.Z, and H- High H2A.Z for TSS (first letter), and gene body (second letter) as follows (LL, ML, HL, LM, MM, HM, LH, MH, and HH). In total, this analysis represents 26884 protein coding genes. The levels of H2A.Z, gene expression, and gene length are represented by boxplots generated in R for each category of genes. The overlap between each class of genes with H2A.Z and RNA-seq differential genes for each mutant was determined using BioVenn.

### Supplementary Note

The following published dataset were used for the data analyses in this study:  
H3K4me3 – 10 day seedlings – (accession number GSE49090, <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE49090>)<sup>14</sup>  
H3K27me3 – 14 day seedlings – (accession number GSE53620, <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE53620>)<sup>15</sup>  
DNA methylation - Col-0 seedling BS-seq data (accession number SRR520367, <https://www.ncbi.nlm.nih.gov/sra/SRR520367>)<sup>16</sup>

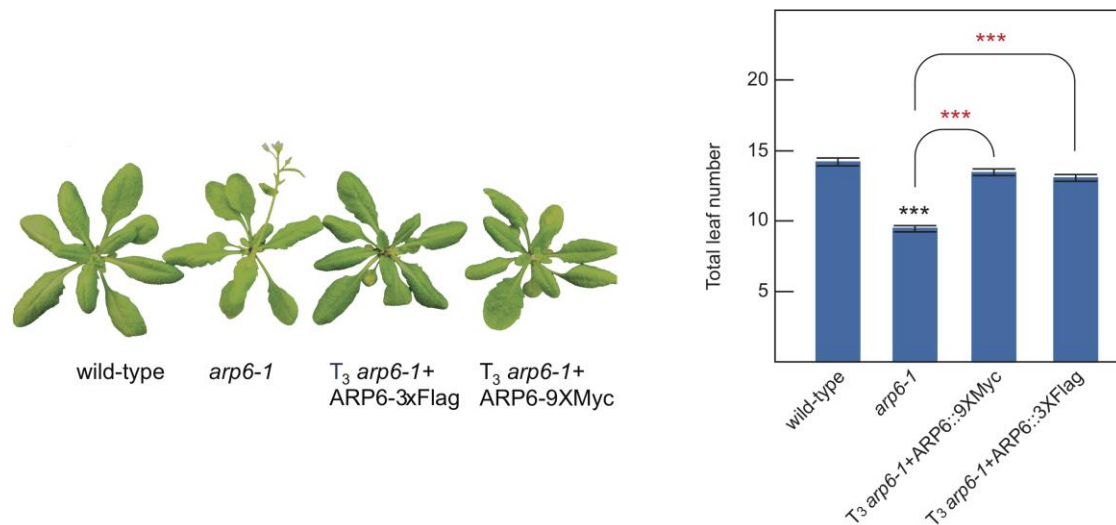

**Supplementary Figure 1. Complementation of the *arp6-1* phenotype.** Morphological phenotype of wild-type, *arp6-1*,  $T_3$  *arp6-1*+ARP6::3xFlag, and  $T_3$  *arp6-1*+ARP6::9xMyc. Plants were grown for 5 weeks under long-day conditions. Flowering time expressed as the total number of leaves produced by wild-type, *arp6-1*,  $T_3$  *arp6-1*+ARP6::3xFlag, and  $T_3$  *arp6-1*+ARP6::9xMyc from 16 plants  $\pm$  standard deviations under the same conditions is also shown. Paired two-tailed Student's t-test was used to determine significance between wild-type and the mutant (black asterisks) or the transgenic lines (red asterisks); ns p-value > 0.05, \* p-value  $\leq$  0.05, \*\* p-value  $\leq$  0.01, \*\*\* p-value  $\leq$  0.001. Source data is provided as Source Data file.

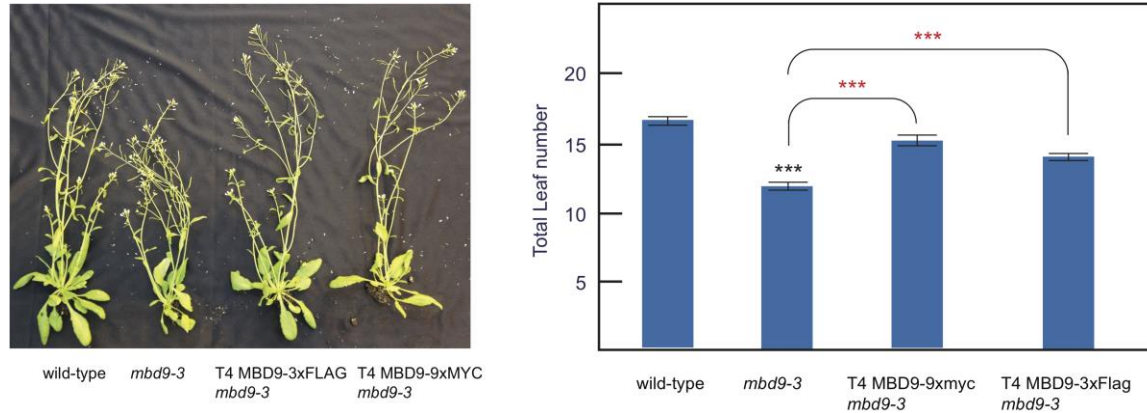

## Supplementary Figure 2. Complementation of the *mbd9-3* phenotype.

Morphological phenotype of wild-type, *mbd9-3*, T<sub>4</sub> *mbd9-3*+MBD9::3xFlag, and T<sub>4</sub> *mbd9-3*+MBD9::9xMyc. Plants were grown for 7 weeks under long-day conditions. Flowering time expressed as the total number of leaves produced by wild-type, *mbd9-3*, T<sub>4</sub> *mbd9-3*+MBD9::3xFlag, and T<sub>4</sub> *mbd9-3*+MBD9::9xMyc from 12 plants  $\pm$  standard deviations at 5 weeks is shown. Paired two-tailed Student's t-test was used to determine significance between wild-type and the mutant (black asterisks) or the transgenic lines (red asterisks); ns p-value > 0.05, \* p-value  $\leq$  0.05, \*\* p-value  $\leq$  0.01, \*\*\* p-value  $\leq$  0.001. Source data is provided as Source Data file.

a

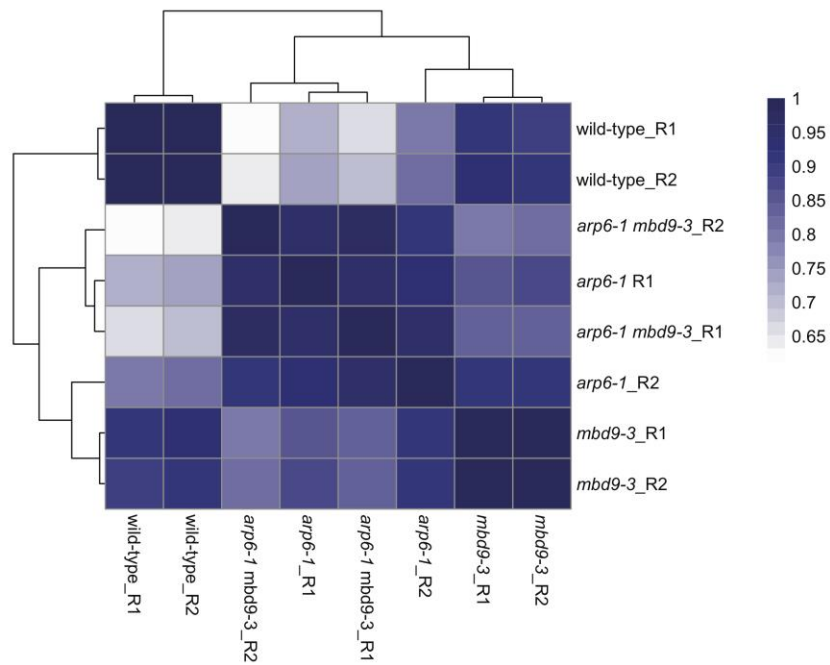

b

H3 over H2A.Z peaks in wild-type, n=18481

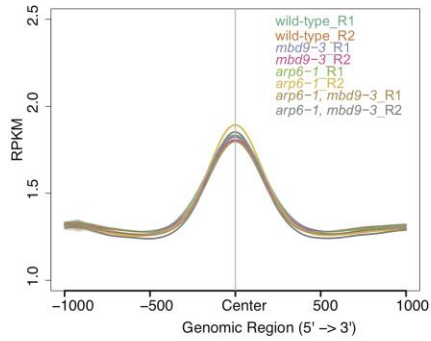

H3 over Protein Coding Genes

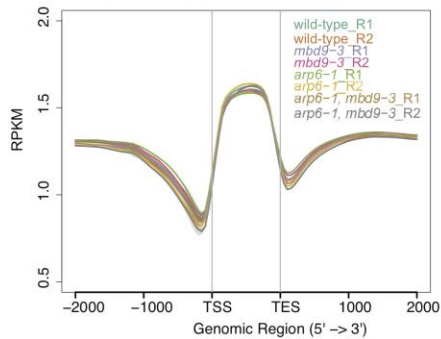

c

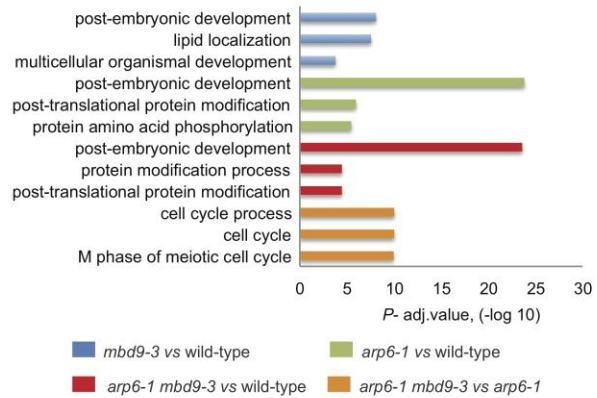

**Supplementary Figure 3. Correlation of H2A.Z ChIP-seq and profiles of H3 ChIP-seq. (a)** Pearson correlation of normalized 1 kb binned H2A.Z ChIP-seq signal (RPM) for indicated replicates. **(b)** Distribution of normalized H3 ChIP-seq signal (RPKM) for each ChIP-seq replicate over H2A.Z common peaks in wild-type and protein-coding genes. **(c)** GO term analysis for H2A.Z-depleted genes (macs2 peak caller, q-value less than 0.01). *P*-adjusted value in  $-\log(10)$  is shown for top three GO classes for the indicated mutants.

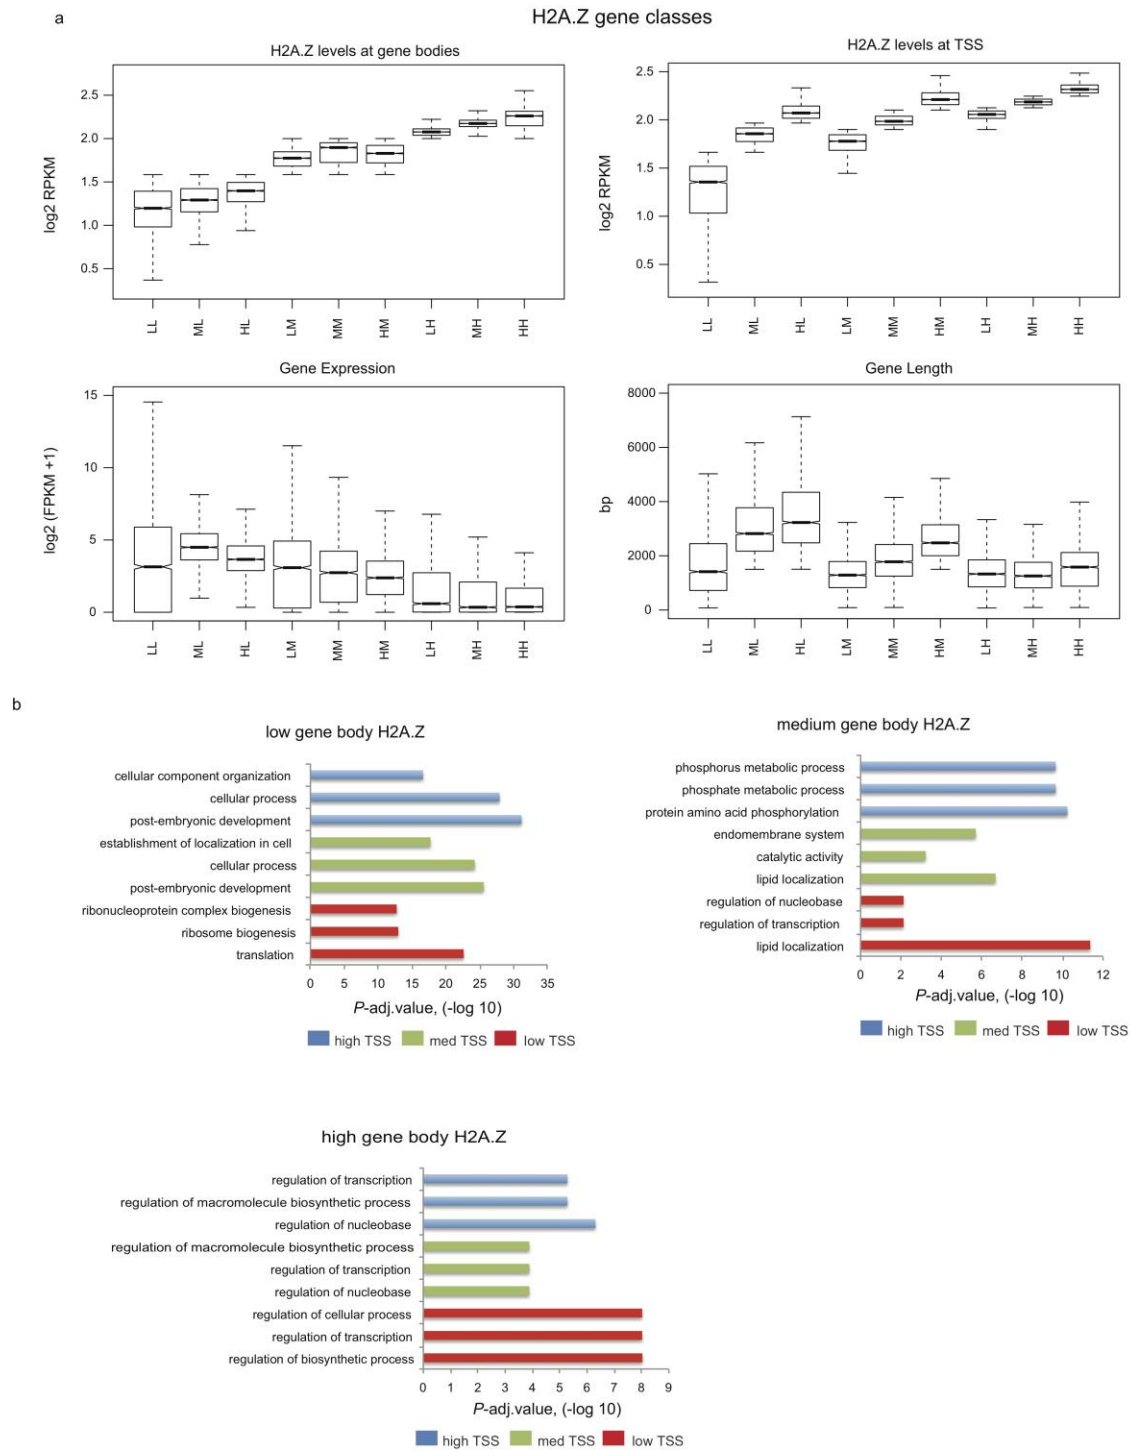

**Supplementary Figure 4. Features of gene classes characterized according to their levels of H2A.Z at TSS and gene body.** H2A.Z levels (RPKM) were calculated for TSS regions (TSS + 500 bp) and gene body regions (between TSS +500 bp and

TES -500 bp) for protein-coding genes. **(a)** Notched boxplots of H2A.Z levels (RPKM) at gene bodies and TSS from merged replicates of H2A.Z ChIP-seq in wild-type. Centre line indicates the median, upper and lower bounds represent the 75<sup>th</sup> and the 25<sup>th</sup> percentile respectively, whiskers indicate the minimum and the maximum, outliers are not plotted. Gene expression in  $\log_2$  (FPKM+1) in wild-type and gene length in bp for each class. Labels H – high, M – medium, L- low, refer to levels of H2A.Z at TSS (first letter) and gene body (second letter). **(b)** GO term analysis for the nine classes of genes. *P*-adjusted value in  $-\log(10)$  is shown for the top three GO classes for the indicated mutants.

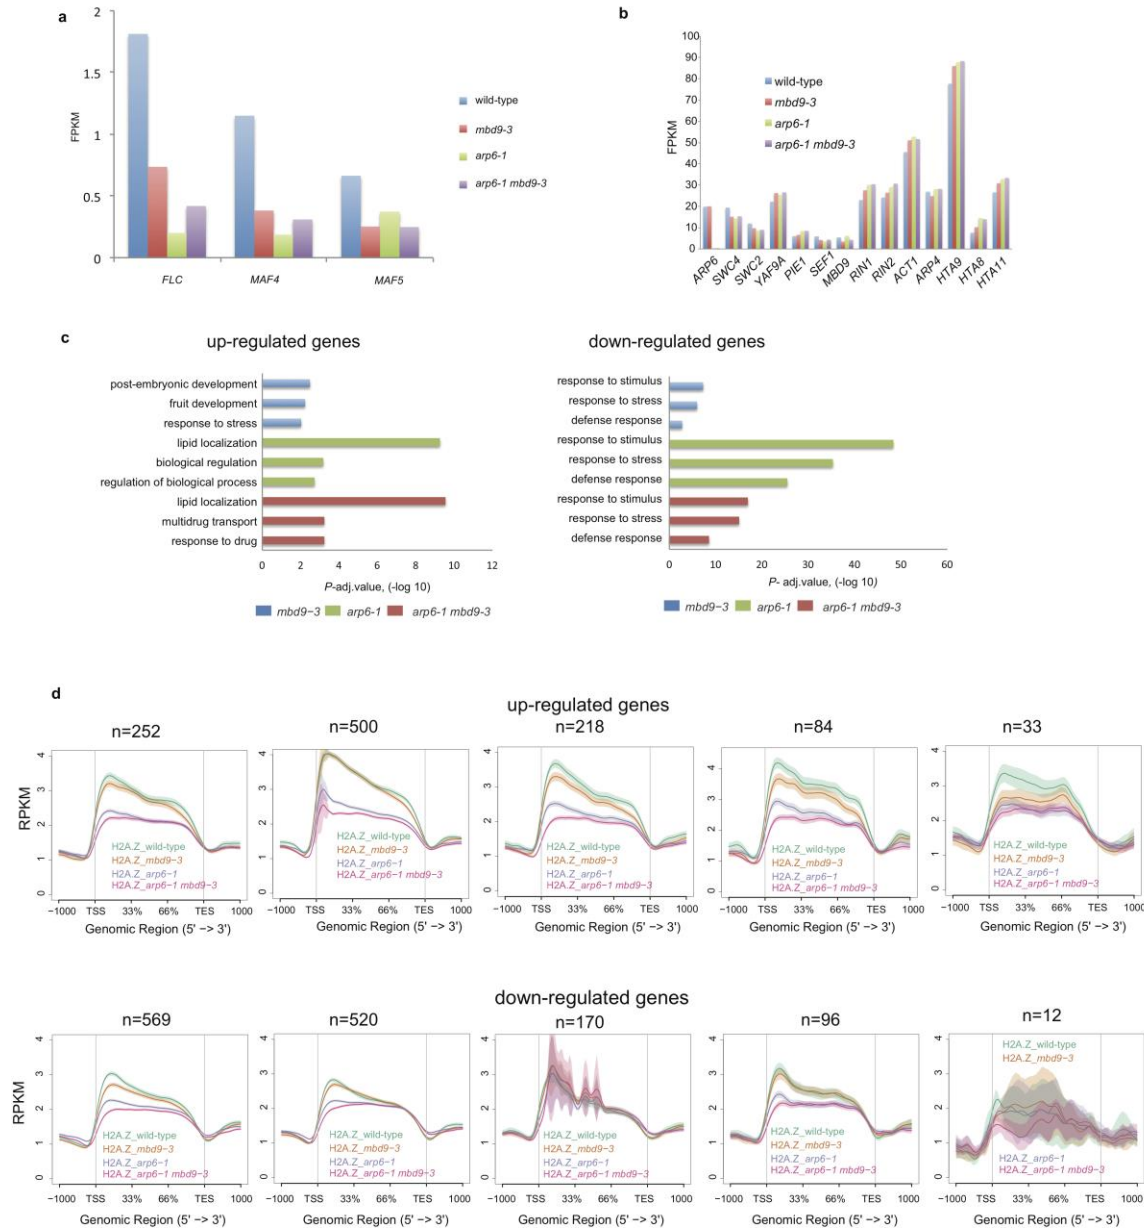

**Supplementary Figure 5. Effects of the loss of H2A.Z on gene expression (a).**

Normalized expression levels (FPKM) of *FLC*, *MAF5*, and *MAF4* from RNA-seq (FPKM) in wild-type *mbd9-3*, *arp6-1*, and *arp6-1 mbd9-3* from four independent replicates for each sample. **(b)** Normalized expression levels (FPKM) of SWR1 complex components and H2A.Z genes in wild-type, *mbd9-3*, *arp6-1*, and *arp6-1 mbd9-3* from four independent replicates for each sample. **(c)** GO term analysis for significantly up-

regulated and down-regulated genes in each mutant vs wild-type control. *P*-adjusted value in  $-\log(10)$  is shown for the top three GO classes for each mutant. **(d)** Distribution of normalized H2A.Z ChIP-seq signal (RPKM) from merged replicates over classes of overlapping up-regulated and down-regulated genes based on RNA-seq in wild-type, *mbd9-3*, *arp6-1*, and *arp6-1 mbd9-3*.

a

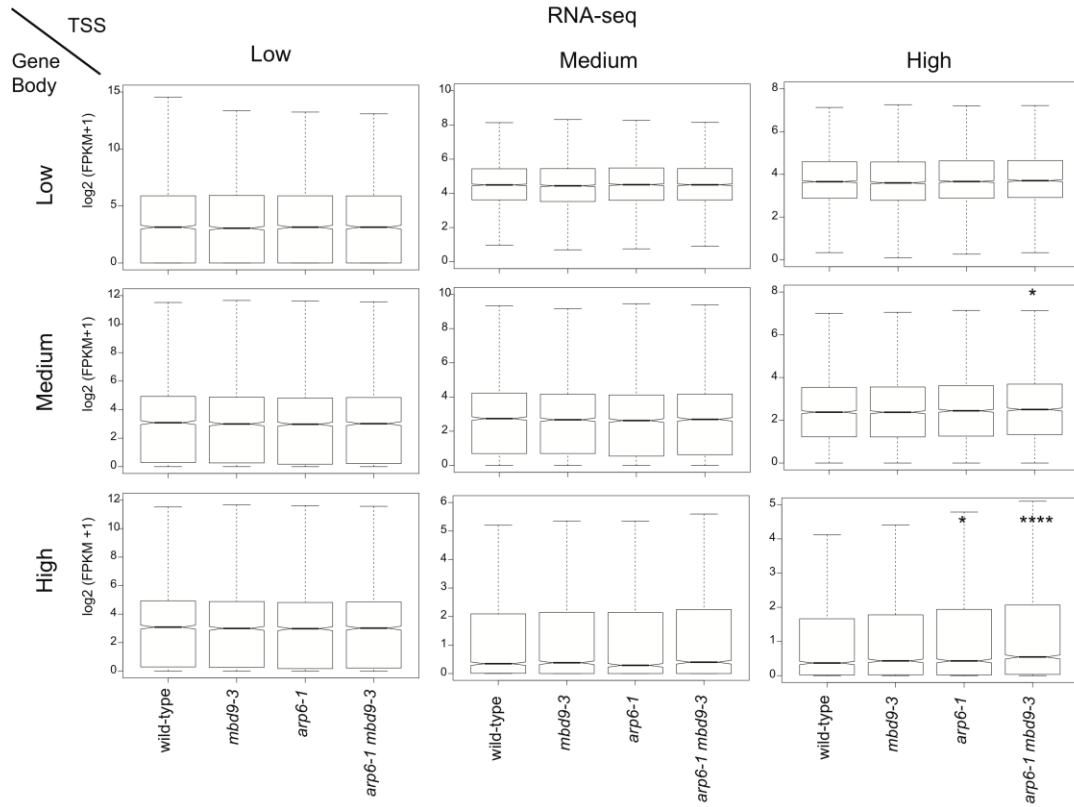

b

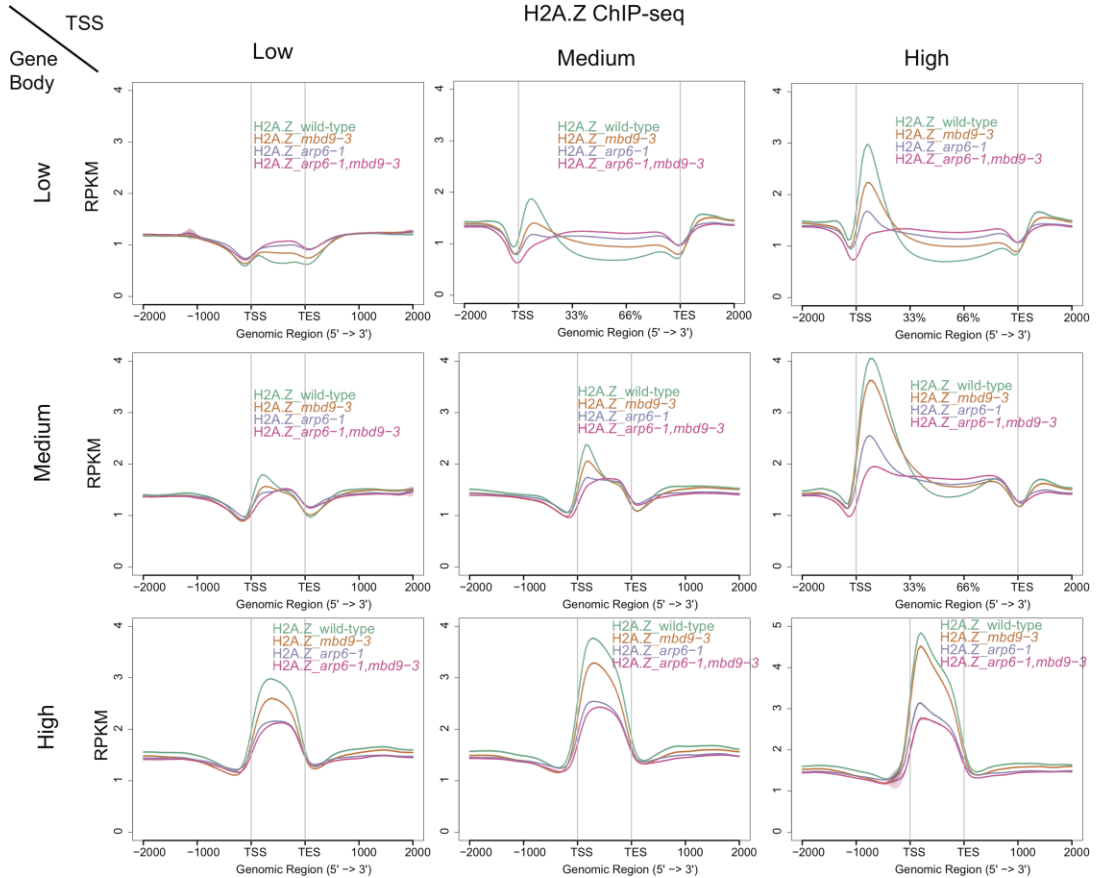

**Supplementary Figure 6. Expression and H2A.Z profiles at nine classes of H2A.Z-occupied genes in wild-type, *mbd9-3*, *arp6-1*, and *arp6-1 mbd9-3*.** **(a)** Notched boxplots of average normalized RNA-seq reads  $\log_2$  (FPKM +1) for nine classes of H2A.Z genes according to Supplementary Fig. 4. Centre line indicates the median, upper and lower bounds represent the 75<sup>th</sup> and the 25<sup>th</sup> percentile respectively, whiskers indicate the minimum and the maximum, outliers are not plotted. Unpaired two-samples Wilcoxon test was used to determine significance between wild-type and mutants, only significant values are shown; \* p-value  $\leq 0.05$ , \*\* p-value  $\leq 0.01$ , \*\*\* p-value  $\leq 0.001$ , \*\*\*\* p-value  $\leq 0.0001$ . **(b)** Distribution of normalized H2A.Z ChIP-seq signal (RPKM) from merged replicates over the nine classes of H2A.Z genes according to Supplementary Fig. 4. Source data is provided as Source Data file.

a Transcription factors up and down regulated in *mbd9-3*, *arp6-1* and *arp6-1 mbd9-3* mutants

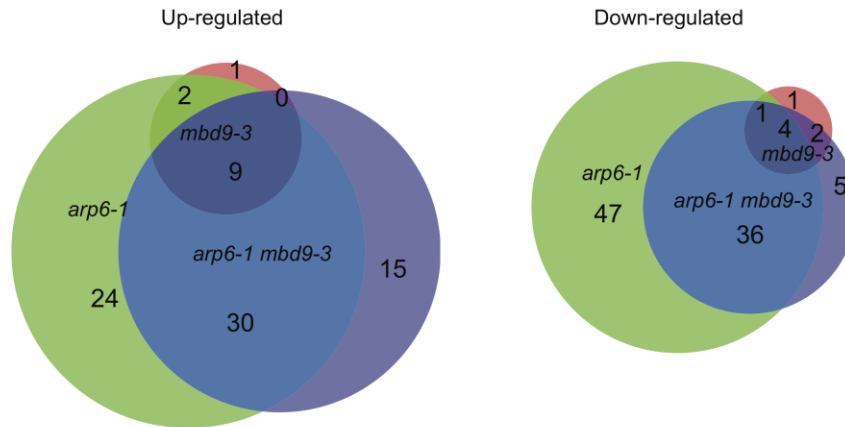

b Transcription factor families up-regulated in *mbd9-3*, *arp6-1* and *arp6-1 mbd9-3* mutants

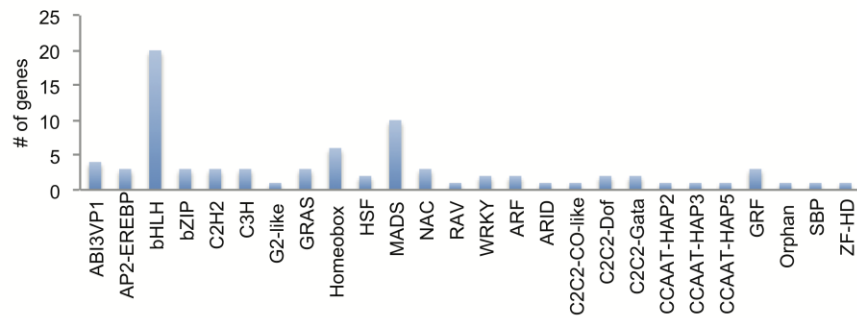

Transcription factor families down-regulated in *mbd9-3*, *arp6-1* and *arp6-1 mbd9-3* mutants

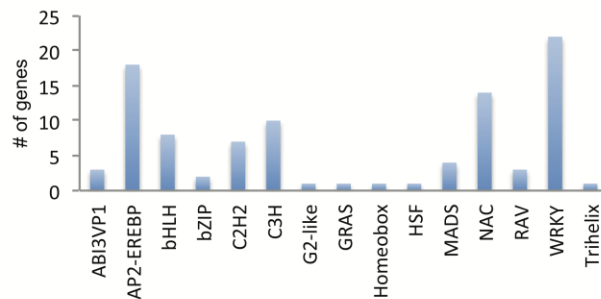

**Supplementary Figure 7. Distribution of up-regulated and down-regulated transcription factors and transcription factor families in *mbd9-3*, *arp6-1*, and *arp6-1 mbd9-3* mutants. (a)** Intersection of significantly up-regulated and down-regulated genes with transcription factors obtained from AtTFDB ([agris-knowledge.com](http://agris-knowledge.com)). **(b)** Distribution of transcription factor families obtained from AtTFDB ([agris-knowledge.com](http://agris-knowledge.com)) intersected with up-regulated and down-regulated genes.

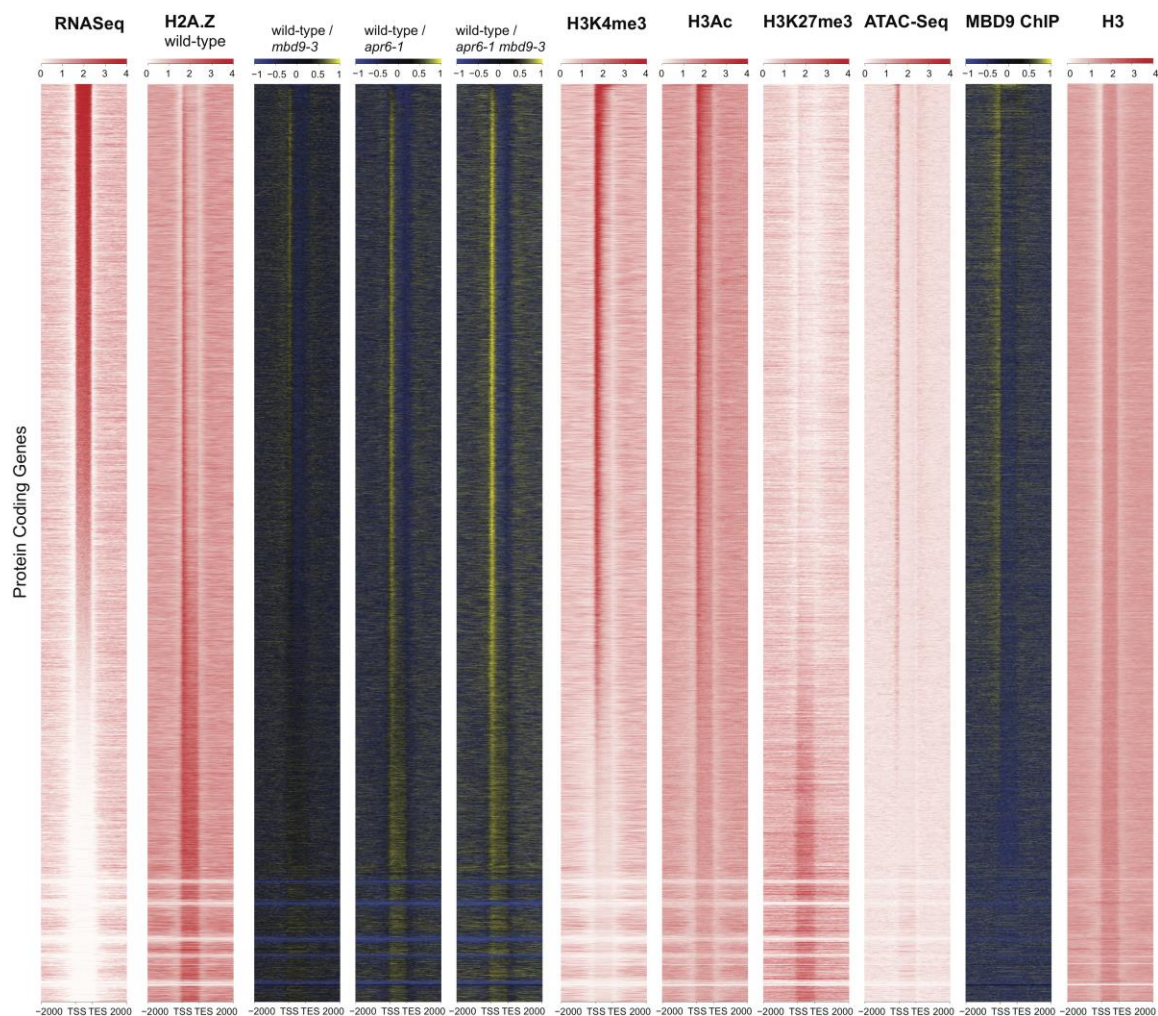

**Supplementary Figure 8.** Heatmap of normalized expression (RPKM) and histone modifications (RPKM) plotted in relation to decreasing levels of expression in wild-type for RNA-seq and ChIP-seq for H2A.Z in wild-type, ratio plots for H2A.Z vs wild-type for *mbd9-3*, *arp6-1*, *arp6-1 mbd9-3* mutants, H3K4me3, H3AC, H3K27me3, and H3 in wild-type, ATAC-seq in wild-type and ratio plot for MBD9-FLAG vs wild-type.

**Supplementary Table 1. List of primers used in this study.**

| Primer Name | Sequence                      | Description                                                                                                            |
|-------------|-------------------------------|------------------------------------------------------------------------------------------------------------------------|
| JP12457     | CACCGTACATCACATGTTACATGCA     | Forward primer ~1kb upstream of MBD9, with CACC tag added for Gateway Cloning into P-ENTR D TOPO (Life Technologies)   |
| JP12458     | GGATCCCTCGGGTTCTTTCCT         | Reverse primer -stop codon for MBD9                                                                                    |
| AtARP6-F    | CACCAGCCACAGGAGGAAAGAGAAAT    | Forward primer ~1,5kb upstream of ARP6, with CACC tag added for Gateway Cloning into P-ENTR D TOPO (Life Technologies) |
| AtARP6-R    | ATGAAAGAATCGTCTACGACACC       | Reverse primer -stop codon for ARP6                                                                                    |
| JP3628      | TTCTCCAAACGTCGCAACGGTCTC      | FLC RT-PCR                                                                                                             |
| JP3629      | GATTTGTCCAGCAGGTGACATCTC      | FLC RT-PCR                                                                                                             |
| MAF4-F1     | TCAAGTAACCACCATCACCAACG       | MAF4 RT-PCR                                                                                                            |
| MAF4-R1     | CAAGAACACACAGAAAAGCACGAA      | MAF4 RT-PCR                                                                                                            |
| MAF5-F1     | AGACAAAACCTCAGGATTATCTTTCACAC | MAF5 RT-PCR                                                                                                            |
| MAF5-R1     | ACTTACATTATCCCCTTTTGCTTCTT    | MAF5 RT-PCR                                                                                                            |
| JP3483      | GATCTTTGCCGGAACAATTGGAGG      | UBQ10 RT-PCR                                                                                                           |
| JP3484      | CGACTTGTCTATTAGAAAGAAAGAGAT   | UBQ10 RT-PCR                                                                                                           |

## Supplementary References

- 1 Langmead, B., Trapnell, C., Pop, M. & Salzberg, S. L. Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. *Genome Biol* **10**, R25, (2009).
- 2 Li, H. *et al.* The Sequence Alignment/Map format and SAMtools. *Bioinformatics* **25**, 2078-2079, (2009).
- 3 Nix, D. A., Courdy, S. J. & Boucher, K. M. Empirical methods for controlling false positives and estimating confidence in ChIP-Seq peaks. *BMC Bioinformatics* **9**, 523, (2008).
- 4 Freese, N. H., Norris, D. C. & Loraine, A. E. Integrated genome browser: visual analytics platform for genomics. *Bioinformatics* **32**, 2089-2095, (2016).
- 5 Zhang, Y. *et al.* Model-based analysis of ChIP-Seq (MACS). *Genome Biol* **9**, R137, (2008).
- 6 Hulsen, T., de Vlieg, J. & Alkema, W. BioVenn - a web application for the comparison and visualization of biological lists using area-proportional Venn diagrams. *BMC Genomics* **9**, 488, (2008).
- 7 Shen, L., Shao, N., Liu, X. & Nestler, E. ngs.plot: Quick mining and visualization of next-generation sequencing data by integrating genomic databases. *BMC Genomics* **15**, 284, (2014).
- 8 Heinz, S. *et al.* Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. *Mol Cell* **38**, 576-589, (2010).

- 9 Du, Z., Zhou, X., Ling, Y., Zhang, Z. & Su, Z. agriGO: a GO analysis toolkit for the agricultural community. *Nucleic Acids Res* **38**, W64-70, (2010).
- 10 Krueger, F. & Andrews, S. R. Bismark: a flexible aligner and methylation caller for Bisulfite-Seq applications. *Bioinformatics* **27**, 1571-1572, (2011).
- 11 Trapnell, C. *et al.* Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. *Nat Biotechnol* **28**, 511-515, (2010).
- 12 Tian, T. *et al.* agriGO v2.0: a GO analysis toolkit for the agricultural community, 2017 update. *Nucleic Acids Res* **45**, W122-W129, (2017).
- 13 Coleman-Derr, D. & Zilberman, D. Deposition of histone variant H2A.Z within gene bodies regulates responsive genes. *PLoS Genet* **8**, e1002988, (2012).
- 14 Greenberg, M. V. *et al.* Interplay between active chromatin marks and RNA-directed DNA methylation in *Arabidopsis thaliana*. *PLoS Genet* **9**, e1003946, (2013).
- 15 Li, C. *et al.* The *Arabidopsis* SWI2/SNF2 chromatin Remodeler BRAHMA regulates polycomb function during vegetative development and directly activates the flowering repressor gene SVP. *PLoS Genet* **11**, e1004944, (2015).
- 16 Zhong, X. *et al.* DDR complex facilitates global association of RNA polymerase V to promoters and evolutionarily young transposons. *Nat Struct Mol Biol* **19**, 870-875, (2012).

How the deposited data were processed for this re-analysis (not part of the article)

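H2A.Z and H3 ChIP-seq of wild type, *mbd9-3*, *arp6-1* and *arp6-1 mbd9-3* seedlings at 13 days was used, with 2 replicates of each antibody and genotype. The authors aligned the reads to TAIR10 with Bowtie, keeping uniquely mapping reads, removed duplicates with SAMtools and called peaks for each replicate with MACS2 at a q value limit of 0.01 and an extension size of 200. They deposited summit lists, of which 8 compare H2A.Z with H3 and 8 compare H2A.Z between genotypes of the same replicate number. The deposited score of a summit is the −log10 of its q value, and it was used within its list, apart from common regions, which take the lower of the best scores of their replicates. Scores of different genotypes were not compared. Genotype and replicate were taken from the sample labels and the paper's methods.

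The lists hold no read counts, coverage or peak edges. The depth of the libraries is therefore unknown, and no value depends on a normalization made here. The paper's text does not name how the H2A.Z libraries of different genotypes were scaled to each other before the differential lists were called. A loss across the genome could be called to a different extent under another scaling, and this was not tested.

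The paper intersected peaks of both replicates with a gap of 0. Since only summits were at hand, each summit was extended by 100 bp on each side, which joins summits no more than 200 bp apart. A common region is the overlap of the extended summits of both replicates. Its score is the lower of the best scores of the replicates. A protein-coding gene overlapped by at least 1 bp of a common differential region was called H2A.Z-depleted. The retention of wild-type summits in a mutant was read from common regions whose centres lay within 200 bp.

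The annotation was that of TAIR10.1, with 37899 genes, of which 27444 are protein coding, on 5 nuclear chromosomes. Whether its positions fit the TAIR10 positions of the lists was checked in the lists themselves. There were 0 summits outside the chromosome lengths. With the regions lost in *arp6-1 mbd9-3* compared with *arp6-1*, 94.8% of the paper's 782 genes, of which 753 are protein coding and could be called, were called at their deposited positions. The share was 43.7% and 40.9% when the regions were moved by 1000 bp to the left and to the right, and 5.75% and 4.73% when they were moved by 5000 bp.

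The paper's lists of differentially expressed genes and its list of 782 genes were taken from its source data. Split by their overlaps, the expression lists at hand gave 32 genes up-regulated only in *mbd9-3* and 217 only in *arp6-1 mbd9-3*, which differ slightly from the numbers in the paper's figure. Other lists of the source data at hand were incomplete, namely the H2A.Z-depleted genes of each mutant, the classes by RPKM and the MBD9-occupied genes, and they were not used here. MBD9 ChIP-seq, ATAC-seq, RNA-seq reads, H3 signal and GO terms were not analysed here.

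Replicate overlap was compared with 100 random circular shifts of one list. Shares are given with exact Clopper-Pearson 95% intervals, which cover counting error only. Gene sets were compared with two-sided Fisher's exact tests and Benjamini-Hochberg adjustment over 3 pairs of mutants, 4 differential comparisons or 42 combinations of expression class and mutant, and stratified odds ratios are Mantel-Haenszel odds ratios over 5 quintiles. The background was the 13958 protein-coding genes with a common wild-type summit. Intervals of odds ratios and p-values treat genes as independent, which they are not. Overlap between mutants was set beside 100 simulations in which each gene had a random value in every library, both mutants were compared with the same wild-type library and there was no effect of genotype.

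Individual genes were chosen by a rule set before the data were examined. It covers *FLC*, *MAF4*, *MAF5*, the SWR1 and H2A.Z genes the paper names, and for the loss in *mbd9-3* and the loss in *arp6-1 mbd9-3* compared with *arp6-1* the 3 protein-coding genes with the highest lower score of both replicates.

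The procedure was tested on simulated data for 4204 genes in a simulated comparison of wild type with mutants. It recovered 79.7% of the lost genes, where 81% were possible because each replicate dropped some summits, and 100% of the recovered genes were truly lost. The simulated genes lay far apart, so that a summit belonged to a single gene. The 100% was therefore nearly fixed in advance and says little of neighbouring genes in the real genome. An odds ratio simulated at 4.10 was found as 4.16. The share of a first list of lost genes found in a second was 47.2%, although 58.5% had been simulated. Requiring both replicates thus understated the share in lists simulated without shared wild-type libraries. The real lists share these libraries, which creates overlap by itself.

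The alternatives were other joining distances of 100 and 500 bp, scores of at least 5 or 10, 5′ windows of 300 and 700 bp, other gene extents, other backgrounds, stratification by score or gene length, lists sharing no wild-type library, and each replicate alone. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and statsmodels 0.14.6.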

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

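The test of the difference between both losses of MBD9, and the tests of where the remaining H2A.Z of *arp6-1* lies, were chosen after the pattern had been seen. The tests of signal strength and of the calling threshold were set before their results were seen.

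Loss of MBD9 took H2A.Z from different positions in wild type and in *arp6-1*. Among genes called in only 1 of the 2 comparisons, 65.1% of those lost in the *arp6-1* background had 5′ summits only, compared with 55.5% of those lost in the wild-type background, an odds ratio of 1.50 (Fisher's exact test over genes, p = 0.000165). It was 1.40 in replicate 1 alone and 1.39 in replicate 2 alone. One technical explanation is that the H2A.Z left in *arp6-1* lies at 5′ ends, so that a further loss can only be called there. In favour of a part for this explanation, 60.4% of all common *arp6-1* summits lay at a 5′ end, compared with 49.0% of common wild-type summits. Against it as the whole cause, 54.3% of the common *arp6-1* summits that were not lost in *arp6-1 mbd9-3* lay at a 5′ end, compared with 80.4% of those that were lost. Another is that a loss is called more readily at strong summits. Over quintiles of the *arp6-1* score, the odds ratio of a 5′ position for lost against retained summits was 2.89, so score differences between quintiles do not account for it. Among wild-type summits lost or retained in *mbd9-3*, the stratified odds ratio was 1.38. The scaling of the libraries and their depth could not be examined and stay open as explanations, as does the biological one, a different dependence on MBD9 when ARP6 is absent.

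Some common summits of the mutants lay more than 1000 bp from any summit of either wild-type replicate, at sites the paper does not discuss. There were 106 in *mbd9-3* and 5 in *arp6-1*, as well as 3 in *arp6-1 mbd9-3*. Their scores are consistent with summits near the calling threshold. In *mbd9-3* the median was 3.18, compared with 5.48 for the other common summits, and the highest was 7.73. In *arp6-1* it was 3.39, compared with 4.68. Of the sites in *mbd9-3*, 86.8% lay in protein-coding genes and 9.43% in pseudogenes or transposable element genes, compared with 91.8% and 4.17% of the others. Weak real gains of H2A.Z and depth differences stay open, and no biological explanation was tested.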

How the results depend on the processing

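All alternatives were set before the data were examined, except peak spans and the 10% of lost summits with the highest scores, which were chosen after seeing the data. Of 210 recomputed values, 135 stayed the same, 57 moved, 9 reversed, 7 became weaker and 2 became stronger. A tested value stayed the same when it kept its direction and side of the threshold. A count did so when it was within 1.5 times the value reported, and any other value when it stayed within the replicate SD or the 95% interval. With 2 replicates, each replicate lies within the replicate SD by construction. The single-replicate shares of lost summits at a 5′ end were therefore bound to count as the same. No paired analysis was possible because the values come from the authors' lists, which already compare libraries of the same replicate number, and not from a model with replicates as terms. Where no cause is given, the cause was not tested.

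The order of the genotypes by number of summits held under every alternative tried. With a score of at least 5, the mean number of summits was 16711.5 in wild type, 9385 in *mbd9-3*, 2612.5 in *arp6-1* and 276 in *arp6-1 mbd9-3*, and with a score of at least 10 it was 5158, 3680, 652.5 and 25. A score of at least 5 also reduced common summits to 11677, 6583, 1280 and 70, and the retention of wild-type summits to 45.3% in *mbd9-3*, 9.99% in *arp6-1* and 0.454% in *arp6-1 mbd9-3*. The fall of the counts follows from the removal of summits. Retention was 38.1%, 10.0% and 1.20% with a joining distance of 100 bp, and 51.4%, 14.2% and 1.93% with 500 bp. Using each replicate alone, it ranged from 42.4 to 52.9% in *mbd9-3*, from 11.2 to 23.3% in *arp6-1* and from 3.38 to 3.97% in *arp6-1 mbd9-3*. The unknown depth of the libraries limits what these shares say, since a shallower library yields fewer summits.

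A score of at least 5 reduced the H2A.Z-depleted genes to 793 from 2501 in *mbd9-3*, to 6248 from 11753 in *arp6-1* and to 484 from 784 in *arp6-1 mbd9-3* compared with *arp6-1*. Single replicates gave 4134 to 6260 genes in *mbd9-3* and 1039 to 1824 genes in *arp6-1 mbd9-3* compared with *arp6-1*. Peak spans, in which all summits of a peak are joined, changed none of the 4 gene counts by over 1.5 times, with 2502 genes in *mbd9-3*.

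The overlaps between mutants stayed above an odds ratio of 1 under every alternative. Lists that share no wild-type library gave 2.17 and 1.95 for *mbd9-3* and *arp6-1*, 2.35 and 1.72 for *mbd9-3* and *arp6-1 mbd9-3*, and 6.02 and 6.60 for *arp6-1* and *arp6-1 mbd9-3*. The last pair gave 10.5 to 11.5 from single replicates. With all protein-coding genes as background, the odds ratios were 8.09, 13.0 and 41.6 for the 3 pairs in this order. The wider background adds genes without a common wild-type summit.

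The odds ratio of loss at genes with 5′ summits only against genes with a gene-body summit was above 1 in both comparisons of *arp6-1 mbd9-3* under every alternative. It depended on the settings in the single mutants. For *mbd9-3*, it was 0.935 (Fisher's exact test, adjusted p = 0.388) with a 5′ window of 700 bp, 1.09 with a joining distance of 100 bp and 1.04 with 500 bp, the last 2 no longer past the threshold. For *arp6-1*, it was 0.914 (Fisher's exact test, adjusted p = 0.0995) with a 5′ window of 300 bp, 0.979 with genes of any length, 1.02 with a window of 700 bp, 1.04 with a joining distance of 500 bp and 1.08 when stratified by gene length, none of them past the threshold. Adjusted p-values over all these alternatives ranged from 0.000214 to 0.550 for *mbd9-3* and from 2.99e-05 to 0.682 for *arp6-1*. Single replicates gave 0.940 to 1.47 for *mbd9-3*, 0.886 to 1.16 for *arp6-1*, 1.85 to 2.07 for *arp6-1 mbd9-3* and 1.19 to 1.41 for *arp6-1 mbd9-3* compared with *arp6-1*.

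The share of lost summits at a 5′ end was 26.8% in *mbd9-3*, 23.8% in *arp6-1*, 25.4% in *arp6-1 mbd9-3* and 52.8% in *arp6-1 mbd9-3* compared with *arp6-1* with a window of 300 bp. It was 56.6%, 59.0%, 61.3% and 81.3% with a score of at least 5, and 59.4%, 69.2%, 76.9% and 87.8% in the 10% with the highest scores. Adding 200 bp upstream moved it beyond the replicate SD in *arp6-1 mbd9-3* alone, to 54.4%.

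For depletion in *mbd9-3* at up-regulated genes, the background decided several calls. With all protein-coding genes as background, the odds ratio was 2.98 for genes up-regulated in all 3 mutants and 1.76 for genes up-regulated only in *arp6-1 mbd9-3*, both then past the threshold. It was 0.729 for genes up-regulated in *arp6-1* and *arp6-1 mbd9-3*, no longer past it, and 1.30 for genes up-regulated only in *arp6-1*, a change of direction. The wider background adds genes without a common wild-type summit. A score of at least 5 gave 0.547 for genes up-regulated in *arp6-1* and *arp6-1 mbd9-3*, not past the threshold, and a joining distance of 100 bp gave 1.06 for genes up-regulated only in *arp6-1*. Single replicates gave 0.831 to 1.10 for that class and 0.753 to 1.15 for genes up-regulated only in *arp6-1 mbd9-3*.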

Differences from the paper's values

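The number of H2A.Z-depleted genes was within 1.5 times the paper's value in every comparison. It was 2501 against the paper's 2594 in *mbd9-3*, 11753 against the paper's 12222 in *arp6-1*, 14728 against the paper's 15226 in *arp6-1 mbd9-3*, and 784 against the paper's 782 in *arp6-1 mbd9-3* compared with *arp6-1*. These counts hold protein-coding genes only, whereas 29 of the paper's 782 genes are not protein coding in the annotation used. With all annotated genes the counts were 2731, 12534, 15797 and 845 in the same order, each above the paper's value. Common wild-type summits numbered 21919 against the paper's 18481 peaks. With the alternatives set beforehand, they numbered 18386 with a joining distance of 100 bp, 19404 with 500 bp and 11677 with a score of at least 5. They numbered 18713 when all summits of a peak were joined, an alternative chosen after seeing the values.

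The paper states that loss in *arp6-1* tends to fall on genes with much H2A.Z over the gene body. By position of wild-type summits, 3546 of 4929 genes with 5′ summits only and 3043 of 4350 genes with a gene-body summit lost H2A.Z in *arp6-1*, an odds ratio of 1.10 in the other direction. The odds ratio had the paper's direction with a 5′ window of 300 bp (0.914), with genes of any length (0.979) and from replicate 1 alone (0.886), and no other alternative tried over all these genes gave that direction. It also had the paper's direction among genes with strong wild-type summits, since 77.1% of the genes with 5′ summits only and 82.8% of those with a gene-body summit lost H2A.Z in the top quintile of the wild-type score, an odds ratio of 0.703, and 77.8% and 78.2% in the next quintile. Fig. 2h shows the genes lost in *arp6-1 mbd9-3* compared with *arp6-1* mostly in classes with high H2A.Z over the gene body. By position, 388 of these genes had 5′ summits only and 200 had a gene-body summit, and no alternative tried gave an odds ratio below 1. The paper's classes rest on RPKM levels and those used here rest on the presence of summits, so they are not the same classes.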

Other observations

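The comparison of replicate ratios with the other genotypes, and the tests of equal odds ratios across score quintiles, were chosen after the results were seen. The other tests were set before their own results were seen, although the overlap of the gene lists and the shares lost by position were already known.

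The overlap of the H2A.Z-depleted genes of *mbd9-3* and *arp6-1* was weighed against the wild-type libraries that both comparisons share. Lists that share no wild-type library still gave an odds ratio of 2.17 (95% interval 1.97 to 2.38), which argues against shared libraries as the whole cause. The size of the overlap in the joint lists is a different matter. The prediction set beforehand was that simulations without any effect would stay below the observed odds ratio of 3.16 if sharing were not the cause, and they gave 4.02 to 7.57. The simulations assumed equal noise in every library and called 982 genes in both *mbd9-3* replicates, against 2001 observed, so they do not reproduce these lists. How much of the joint overlap comes from sharing stays open, and it was not taken as a measure of common targets. Detection of a loss at strong summits is another technical explanation. Over quintiles of the wild-type score, the lists that share no library gave an odds ratio of 2.27 (2.06 to 2.50), which argues against it as the whole cause. Library scaling by the peak caller stays open and was not tested.

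The small excess of *mbd9-3* loss at genes with 5′ summits only was weighed against wild-type score and gene length. The Mantel-Haenszel odds ratio was 1.14 over quintiles of score and 1.14 over quintiles of length. By the predictions set beforehand, this counts against either as the whole cause, although by a narrow margin. For *arp6-1* the Mantel-Haenszel odds ratio was 1.22 over quintiles of score, and 1.08 over quintiles of length, no longer past the threshold. The values over score cannot decide whether score is the cause in either mutant, because they average quintiles of opposite direction. Gene length stays open for *arp6-1*. Whether either single mutant has such a preference between these classes of genes stays open, because the replicates differ in direction. The odds ratio was 1.47 in replicate 1 alone and 0.940 in replicate 2 alone for *mbd9-3*, and 0.886 and 1.16 for *arp6-1*. The odds ratios within the quintiles of score show this change of direction. In *mbd9-3* the odds ratio was 1.74, 1.35 and 1.43 in the lower 3 quintiles of the wild-type score and 0.861 and 0.578 in the upper quintiles, and in *arp6-1* it was 1.57, 1.48 and 1.37, then 0.979 and 0.703. Chance variation between quintiles is argued against by the Breslow-Day chi-square test (p = 4.4e-07 in *mbd9-3* and p = 1.03e-07 in *arp6-1*), which treats genes as independent. In the bottom and the top quintile, the odds ratio for *mbd9-3* was 1.68 and 0.803 in replicate 1 alone and 1.16 and 0.557 in replicate 2 alone. For *arp6-1* it was 1.07 and 0.567 in replicate 1 alone and 1.43 and 0.661 in replicate 2 alone. In quintiles 2 and 3 the values above 1 did not hold in each replicate. For *mbd9-3* they were 1.45 and 1.39 in replicate 1 alone and 0.997 and 0.925 in replicate 2 alone. For *arp6-1* they were 0.994 and 0.885 in replicate 1 alone and 1.44 and 1.23 in replicate 2 alone. No explanation of this change with the score was tested.

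Replicate 2 of *arp6-1* had 1.96 times as many summits as replicate 1. A deeper or better enriched replicate 2 in every genotype is argued against by the highest ratio in the other genotypes, 1.19. A difference in the *arp6-1* libraries alone stays open. Of the 4608 summits of replicate 2 without a partner in replicate 1, 87.2% lay at a wild-type summit, and their median score was 4.10, compared with 6.98 for the shared ones. A difference in depth or enrichment and a real difference between the plants cannot be told apart here, since both leave H2A.Z at wild-type sites and the depth is unknown.

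Genes that lost H2A.Z in *arp6-1 mbd9-3* compared with *arp6-1* were less often depleted in *mbd9-3* than other genes, at 6.99% and 14.8%, an odds ratio of 0.433. This is consistent with a limit of detection, because a further loss can be called only at genes that keep H2A.Z in *arp6-1*. Among the 2354 genes with a common *arp6-1* summit, the odds ratio was 0.750 (0.477 to 1.18, Fisher's exact test, p = 0.237), which leaves no difference beyond counting error. A smaller difference is not excluded.

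Among genes of the SWR1 complex and H2A.Z, *MBD9*, *PIE1* and *ARP4* were H2A.Z-depleted in all 3 mutants compared with wild type. The alleles *mbd9-3* and *arp6-1* are T-DNA mutations of *MBD9* and *ARP6*. Whether they affect the calls at these genes themselves was not examined. *RIN2*, *SWC4*, *HTA9* and *HTA11* were depleted in *arp6-1* and *arp6-1 mbd9-3*, and *HTA8* in *arp6-1 mbd9-3*. *ARP6*, *RIN1*, *SWC2*, *YAF9A* and *SEF* were depleted in none of them with both replicates required. None of these genes had a common wild-type summit, and all but *ARP6* had none in either wild-type replicate. The absence of a call therefore does not show that they kept H2A.Z. In replicate 1 alone, a lost summit was listed for *arp6-1* at *ARP6*, *SWC2* and *SEF*, and for *arp6-1 mbd9-3* at *ARP6*, *RIN1* and *SEF*. *PIE1*, *ARP4*, *RIN2* and *HTA9* had no common wild-type summit over H3, and *PIE1* had none in either wild-type replicate, so their calls rest on the differential lists alone. A depleted call says nothing of the expression of these genes, which was not analysed here.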
